# Capturing the dynamic nascent transcriptome during acute cellular responses: The serum response

**DOI:** 10.1242/bio.019323

**Published:** 2016-05-26

**Authors:** Killeen S. Kirkconnell, Michelle T. Paulsen, Brian Magnuson, Karan Bedi, Mats Ljungman

**Keywords:** Regulation of transcription, Transcription elongation, Signal transduction, Gene length

## Abstract

Dynamic regulation of gene expression via signal transduction pathways is of fundamental importance during many biological processes such as cell state transitioning, cell cycle progression and stress responses. In this study we used serum stimulation as a cell response paradigm to apply the nascent RNA Bru-seq technique in order to capture early dynamic changes in the nascent transcriptome. Our data provides an unprecedented view of the dynamics of genome-wide transcription during the first two hours of serum stimulation in human fibroblasts. While some genes showed sustained induction or repression, other genes showed transient or delayed responses. Surprisingly, the dynamic patterns of induction and suppression of response genes showed a high degree of similarity, suggesting that these opposite outcomes are triggered by a common set of signals. As expected, early response genes such as those encoding components of the AP-1 transcription factor and those involved in the circadian clock were immediately but transiently induced. Surprisingly, transcription of important DNA damage response genes and histone genes were rapidly repressed. We also show that RNA polymerase II accelerates as it transcribes large genes and this was independent of whether the gene was induced or not. These results provide a unique genome-wide depiction of dynamic patterns of transcription of serum response genes and demonstrate the utility of Bru-seq to comprehensively capture rapid and dynamic changes of the nascent transcriptome.

## Abstract (precis)

**Summary:** This study used nascent RNA Bru-seq to provide an unprecedented comprehensive view of the dynamic transcriptome as cells reset homeostasis to adjust to new environmental conditions.

## INTRODUCTION

Signal transduction cascades are critical regulators of cell processes such as differentiation, proliferation, and stress responses. These cascades activate preexisting transcription factors, which in turn induce various groups of targets genes. Some of these target genes are also transcription factors that, after the completion of transcription and translation, go on to regulate their own sets of target genes. These series of regulatory and transcriptional networks allow for an initial triggering event to produce complex global gene expression changes in a temporal and dynamic way.

Growth factor activation is a widely used system for studying rapid changes in gene expression. Fibroblasts grown in serum-free media enter a G_0_/G_1_ state, and subsequent addition of serum to these cells results in global gene expression changes as cells prepare to progress through the cell cycle again (Winkles, 1997). Studies analyzing the genome-wide early transcriptional response to serum stimulation indicate that response genes exhibit various temporal expression patterns (Amit et al., 2007; Iyer et al., 1999; Tullai et al., 2007). In addition to recruitment and initiation of transcription by RNA Polymerase II (RNAPII), several additional mechanisms are thought to influence gene expression timing, including release of paused polymerases, elongation progression, termination, and polyadenylation (Jonkers and Lis, 2015). These various points of regulatory control, which differ for individual response genes, make it challenging to unravel the complex global patterns of transcriptional activation and repression.

Methods such as microarrays and RNA-seq are excellent for detecting polyadenylated mRNA or changes in the total mRNA pool, however, the detection of these changes may not directly reflect the initial transcriptional response. Therefore we used Bru-seq, a nascent RNA sequencing technique (Paulsen et al., 2014, 2013), to focus on changes in transcriptional initiation genome-wide following serum stimulation of human fibroblasts. By measuring changes in the nascent RNA production emanating from transcription start sites (TSSs), we could identify genome-wide dynamic changes in productive transcription initiation. Our data indicate that there are several distinct gene expression patterns of induction and repression that occur in response to serum stimulation, and genes in distinct cellular pathways often exhibit similar response patterns. Furthermore, by measuring the movement of induced or repressed transcription waves through the bodies of large genes we found that the transcription machinery accelerates as it traverses genes. This study was able to explore the global dynamics of RNA production in unparalleled detail during the early serum response and showcases the unique utility of Bru-seq in capturing genome-wide transcriptional dynamics.

## RESULTS

### Immediate and sustained effects of serum stimulation on transcription initiation

In this study, we used Bru-seq to explore the dynamic landscape of the nascent transcriptome as human fibroblasts responded to serum stimulation following a 48 h period in serum-starved conditions (Fig. 1). Cells were incubated with 2 mM bromouridine (Bru) for 30 min to label nascent RNA either in serum-starved cells, or during 30 min intervals following serum addition. 

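HF1 is a line of human foreskin fibroblasts immortalized with hTERT, and it was sequenced here in 5 libraries, 1 for each condition: starved cells, and cells labeled at 0-30, 30-60, 60-90 and 90-120 min after serum was added to 10%. As there were no replicates, no p-value was computed, and every difference compares a serum library with the starved library. For 22979 windows, which were identical in all 5 libraries, the authors deposited the estimated number of reads, the reads per bp and the RPKM. A window covers the whole gene when it is shorter than 30 kb, and otherwise the first 30 kb downstream of the TSS, as for 8650 genes. Window coordinates fit the chromosome lengths of the human genome build hg19. The number of mapped reads behind the RPKM values was 52000669 for starved cells and 45432970, 59501534, 46464913 and 42166442 for the 4 labeling periods in order. Of these, 17580998 reads lay in the listed windows for starved cells, and 17024138, 24096675, 17727473 and 15527109 after serum. The median expressed gene had between 740.4 and 1197 reads, depending on the library. Log2-fold changes were computed from the deposited RPKM without a pseudocount, as the ratio of each labeling period to starved cells. A 95% interval from the read numbers is given for single genes, and it covers counting error only. The 21360 windows of more than 300 bp were used, and 8363 of them were expressed above 0.5 RPKM in at least 1 library. The median log2-fold change of these expressed genes was not 0 but -0.49 at 0-30 min, -0.36 at 30-60 min, -0.20 at 60-90 min and -0.21 at 90-120 min. How the libraries are scaled to each other therefore moves every fold change, and gene lists are given relative to this median.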

At the end of the labeling periods, cells were lysed in Trizol and total RNA was isolated. The Bru-labeled nascent RNA was captured from the total RNA using anti-BrdU antibodies conjugated to magnetic beads, and then converted into cDNA libraries and deep sequenced. Exploring nascent RNA production using Bru-seq allowed us to capture the dynamic landscape of transcription alterations during the first 2 h of the serum response. By mapping the reads for each 30 min labeling period, we were able to visualize active transcription across individual genes. To focus on changes in productive initiation, we measured the abundance of reads within the whole gene for those 30 kb or shorter, and within the first 30 kb for genes longer than 30 kb. We chose a 30 kb window because we expected that based on an average elongation rate of 1.4 kb/min (Veloso et al., 2014), RNAPII would have fully traversed the sampling area during the 30 min labeling period. Importantly, this approach made it possible to assess the initiation rate for very large genes for which rate otherwise may have been severely underestimated if transcription within the full length of the gene was considered.

**Fig. 1.**
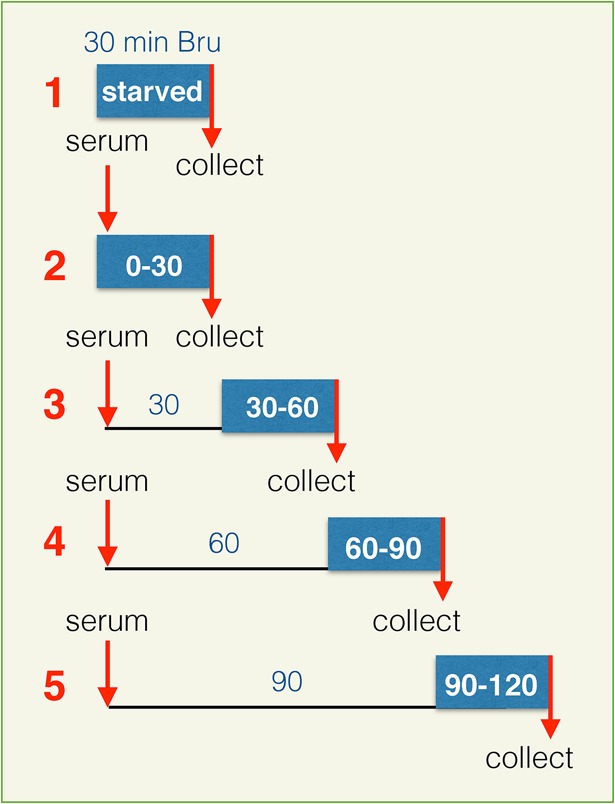
**Experimental outline.** Bromouridine labeling (2 mM) of nascent RNA was performed for 30 min (blue field) on (1) starved human fibroblasts, or (2-5) at different times after serum addition. Cells were maintained in serum-free media for 48 h prior to treatments.

We observed that some genes, such as *TPM1* encoding an actin skeleton protein, were immediately upregulated following serum addition, visible through an increase in transcription reads across the entire gene (Fig. 2A). This increase was observed during each labeling period. 

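The window of TPM1 lies on chromosome 15 from 63334838 to 63364113 and covers the whole gene. Its RPKM rose from 5.67 in starved cells to 81.00, 77.5, 50.3 and 50.7 in the 4 labeling periods in order. The log2-fold changes were 3.84, 3.77, 3.15 and 3.16, and no 95% counting interval was wider than 3.804 to 3.87 at 0-30 min. The rise thus exceeded 2-fold in each library. The value at 0-30 min moved most after centring on the median of expressed genes, to 4.33. Those of the 3 later periods moved most under a scaling by median-of-ratios size factors, which was chosen after the data had been seen and gave 4.32, 3.61 and 3.59.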

The *FERMT2* gene encoding a scaffolding protein behaves in a very similar manner, but because this gene is considerably longer we only observe transcription reads at the 5′ end of the gene during the first labeling period (Fig. 2B); however, during the subsequent labeling period (30-60 min), the transcription wave had reached the 3′ end of the gene. 

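For FERMT2, reads were counted in the first 30 kb of the gene, on chromosome 14 from 53387816 to 53417815. In this window its RPKM was 3.72 in starved cells and 42.3 at 0-30 min, a log2-fold change of 3.51 (95% counting interval 3.47 to 3.55). The increase then became smaller from period to period, with log2-fold changes of 2.74, 1.93 and 1.46. Each of these declines was larger than the counting error between the periods. The reads at the 3′ end of the gene lie outside the window and are not analysed here.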

One advantage of nascent RNA Bru-seq over traditional RNA-seq, which measures steady-state RNA, is that it can capture rapid inhibition of transcription very efficiently since it does not rely on the degradation of pre-existing RNA for detection of inhibition. For example, the *APCDD1* gene coding for a protein that inhibits WNT signaling was actively transcribed during serum starvation but was rapidly repressed upon serum addition (Fig. 2C). 

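Reads for APCDD1 were counted in its first 30 kb, on chromosome 18 from 10454625 to 10484624. The RPKM fell from 2.71 in starved cells to 0.870 at 0-30 min and to 0.0905 at 30-60 min, which correspond to 4233, 1186 and 162 reads. The log2-fold change was -1.64 in the first labeling period (95% counting interval -1.73 to -1.55) and -4.91, -5.52 and -5.34 in the later ones. At 60-90 and 90-120 min 82.2 and 85 reads remained, and the log2 ratio of these 2 periods, 0.19, had an interval from -0.26 to 0.65.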

*RUNX2*, encoding a transcription factor, was also repressed by serum and due to its considerable length (>100 kb) transcription at the end of the gene was unaffected until 60-90 min after serum addition (Fig. 2D). Thus, even though genes can be induced or repressed immediately after serum addition, there is a time delay before the generation or loss of full-length products that is proportional to their gene lengths.

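The RUNX2 window lies on chromosome 6 from 45390314 to 45420313. Its RPKM was 4.02 in starved cells, 1.81 at 0-30 min and 0.275, 0.264 and 0.333 afterwards, with log2-fold changes of -1.15, -3.87, -3.93 and -3.59. The interval at 0-30 min ran from -1.22 to -1.09, so the fall lay past 2-fold, but relative to the median of all expressed genes it was -0.66 and within 2-fold. The fall was also within 2-fold in this period with a pseudocount of 0.5 RPKM and with each of the other scalings tried. In the 3 later periods it stayed past 2-fold under all of them.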

**Fig. 2.**
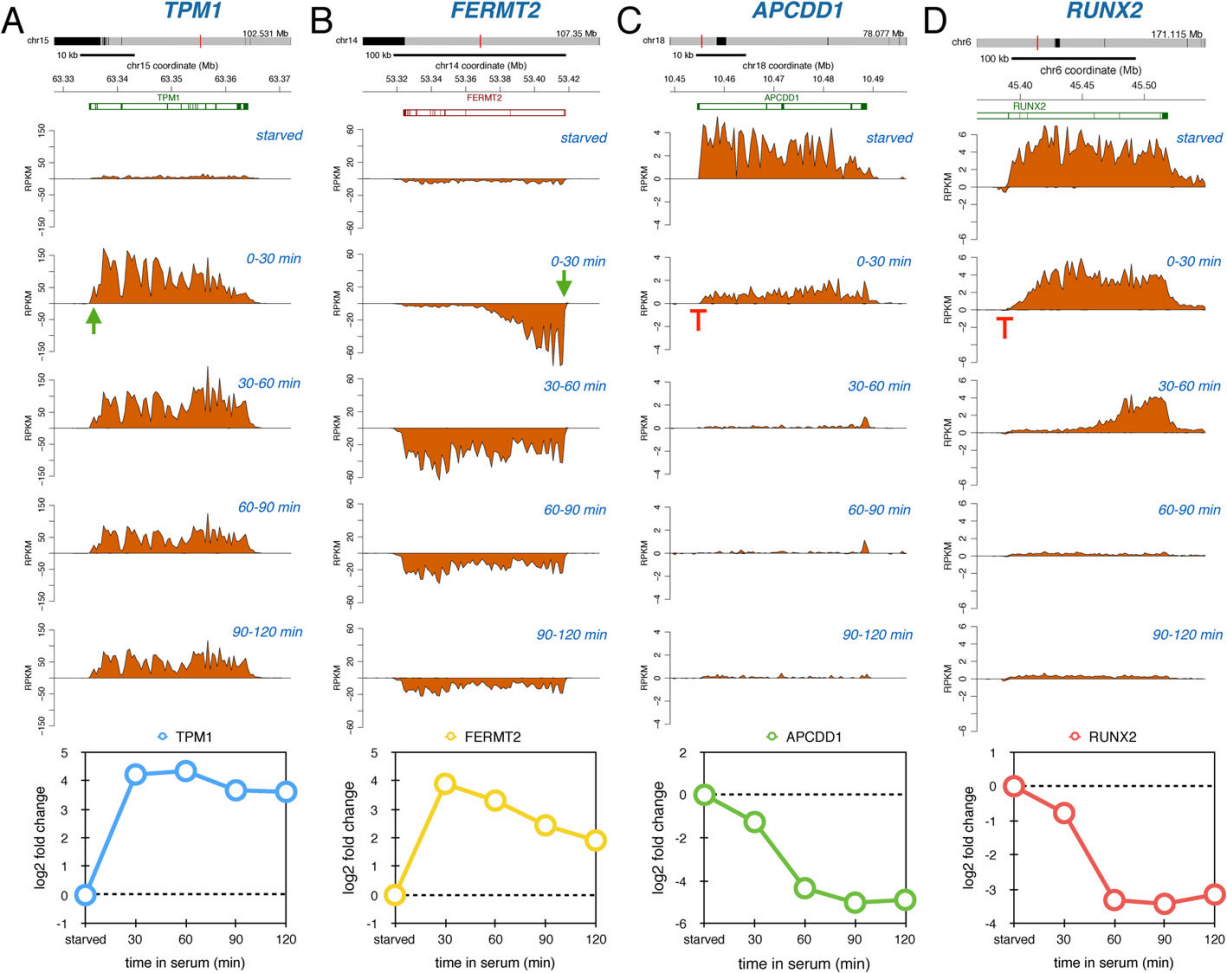
**Immediate serum-response genes.** Bru-seq traces for *TPM1* (A), *FERMT2* (B), *APCDD1* (C) and *RUNX2* (D) during starved conditions and after different periods of serum stimulation. Annotated genes are shown at the top in either red or green. The positive *y*-axis represents plus-strand signal of transcription moving from left to right and the negative *y*-axis represents minus-strand signal of transcription moving from right to left. Transcription induction is indicated by a green arrow and transcription repression is indicated by a red T. The graphs at the bottom depict the log2-fold change values calculated within the first 30 kb of the genes for each labeling period.

### Transient effects of serum stimulation on transcription initiation

While the previously described genes displayed sustained transcriptional induction or repression following serum stimulation, other genes demonstrated transient regulation. For example, the transcription factor gene *NR4A3* was immediately induced after serum addition, but transcription returned to serum-starved levels within 60 min after stimulation (Fig. 3A). 

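NR4A3 had 206 reads in its window on chromosome 9 from 102584137 to 102614136 in starved cells (0.132 RPKM). This rose to 48.02 RPKM at 0-30 min and 51.2 RPKM at 30-60 min, log2-fold changes of 8.51 (95% counting interval 8.31 to 8.71) and 8.599 (8.401 to 8.803). The log2 ratio of these 2 periods was 0.09, with an interval from 0.078 to 0.107. The RPKM was 4.24 at 60-90 min and 0.476 at 90-120 min, with log2-fold changes of 5.004 and 1.85. With a pseudocount of 0.5 RPKM, the change at 90-120 min was within 2-fold.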

*SAMD4A*, encoding a RNA-binding protein, was also transiently induced and transcription returned to serum-starved levels after 60-90 min. 

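SAMD4A, read in the first 30 kb on chromosome 14 from 55034330 to 55064329, rose from 9.07 RPKM in starved cells to 40.6 at 0-30 min. The log2-fold changes in this period and the next were 2.16 (95% counting interval 2.14 to 2.19) and 1.86 (1.84 to 1.89). At 60-90 min the RPKM was 7.37 and at 90-120 min 5.75, which are log2-fold changes of -0.299 and -0.66 and within 2-fold of starved cells. With median-of-ratios size factors, the value at 60-90 min was 0.16.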

As the *SAMD4A* gene is very long (>200 kb), there was a delay before the 3′ end of the gene experienced the effects of this brief pulse of transcriptional induction (Fig. 3B). 

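Repression followed by a rise was seen in the first 30 kb of KIRREL, on chromosome 1 from 157963063 to 157993062, and of ABCA1, on chromosome 9 from 107660528 to 107690527. KIRREL fell from 3.65 RPKM in starved cells to 0.983 and 0.711 in the first 2 labeling periods, with log2-fold changes of -1.89 and -2.36. It then reached 2.51 and 2.81 RPKM, with log2-fold changes of -0.54 and -0.38 (95% counting intervals -0.603 to -0.48 and -0.44 to -0.32). ABCA1 was expressed at 1.02 RPKM in starved cells, and its log2-fold changes were -1.74, -2.96, -1.11 and -0.21. Its lowest value was 0.132 RPKM at 30-60 min, or 235 reads. At 90-120 min its interval ran from -0.32 to -0.095. The change of ABCA1 at 60-90 min was past 2-fold with the deposited RPKM but within 2-fold after centring on the median of expressed genes or with median-of-ratios size factors. With a pseudocount of 0.5 RPKM its changes at 0-30 and 60-90 min were within 2-fold.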

We also observed genes such as *KIRREL,* encoding a signaling protein (Fig. 3C), and *ABCA1,* encoding a protein involved in cholesterol transport (Fig. 3D), that showed inhibition of productive initiation after serum addition followed by a reset to baseline expression.

**Fig. 3.**
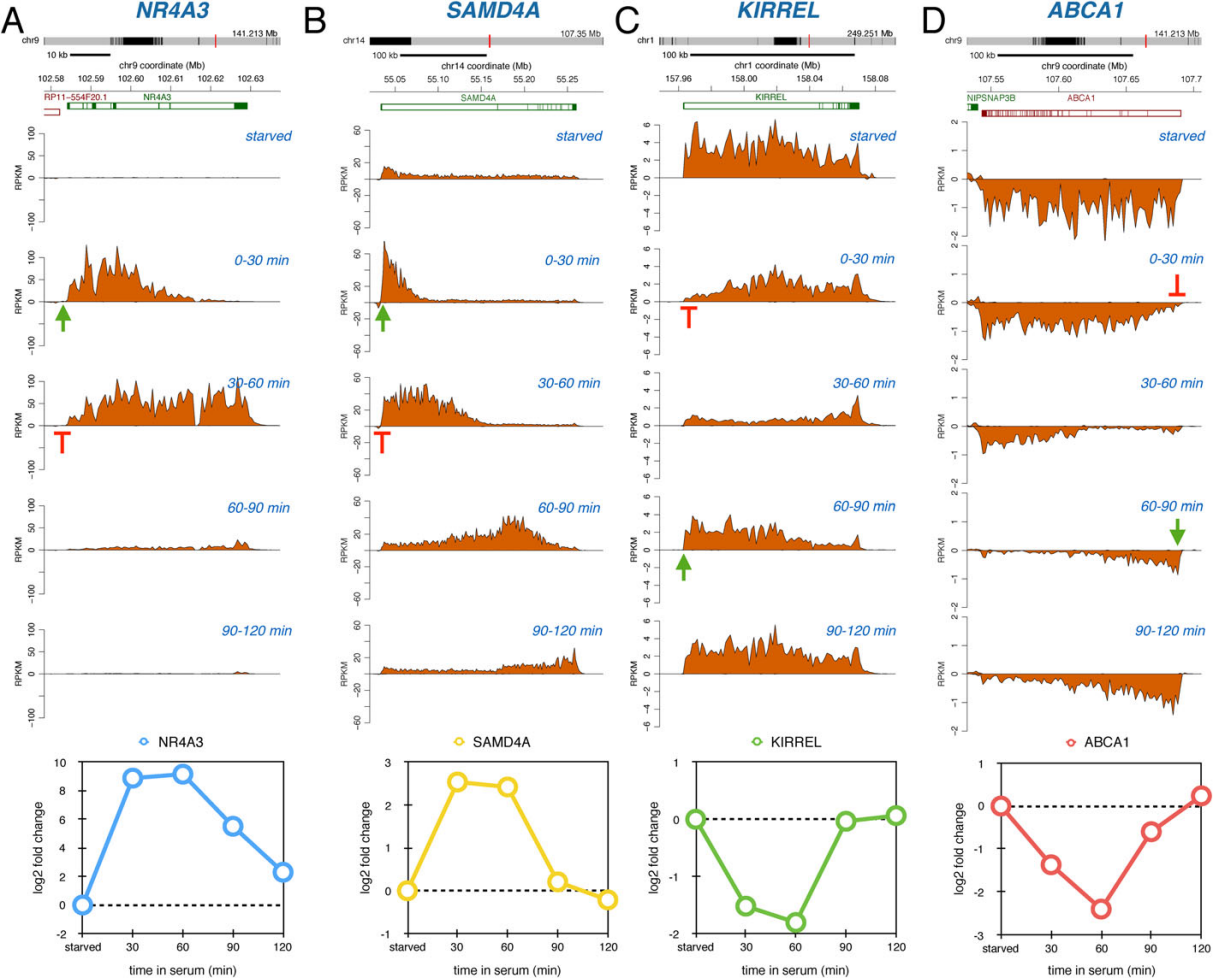
**Transient responding genes following serum stimulation.** Bru-seq traces for *NR4A3* (A), *SAMD4* (B), *KIRREL* (C) and *ABCA1* (D) during starved conditions and during different periods following serum addition. Data representation as in Fig. 2.

### Delayed effects of serum stimulation on transcription initiation

Certain genes showed a delayed transcriptional response following serum activation. For example, transcriptional induction of the transcription factor gene *NFKB1* peaked during the 30-60 min labeling period (Fig. 4A) and induction of *ALCAM*, encoding a cell adhesion protein, peaked during the 90-120 min labeling period (Fig. 4B). 

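NFKB1 was counted in its first 30 kb on chromosome 4 from 103422486 to 103452485, where the RPKM was 2.73 in starved cells and 5.68, 19.8, 13.1 and 7.90 after serum. The log2-fold change at 0-30 min, 1.06, had a 95% counting interval from 1.004 to 1.11 and was within 2-fold with a pseudocount of 0.5 RPKM. With the other scalings it lay further past 2-fold, at 1.55 after centring, 1.31 after scaling to the 75th percentile and 1.53 with median-of-ratios size factors. With the deposited RPKM the log2-fold change was highest at 30-60 min with 2.86 (2.82 to 2.91) and then 2.26 and 1.53. The ALCAM window, on chromosome 3 from 105085557 to 105115556, had 1.23 RPKM in starved cells. Its log2-fold changes were 0.39 and 0.47 in the first 2 periods, which did not differ beyond counting error, followed by 1.25 and 2.696. The last of these, 7.96 RPKM, was the highest. ALCAM also passed 2-fold at 30-60 min with median-of-ratios size factors, where the value was 1.01, and was within 2-fold at 60-90 min with a pseudocount of 0.5 RPKM.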

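In the first 30 kb of LAMA2, on chromosome 6 from 129204286 to 129234285, the RPKM was 2.31 in starved cells and 1.04, 0.126, 0.0245 and 0.0402 after serum. The log2-fold change of -1.15 at 0-30 min (95% counting interval -1.24 to -1.06) was -0.66 relative to the median of expressed genes, and within 2-fold under each of the other scalings and with a pseudocount of 0.5 RPKM. From 30-60 min on, the values were -4.199, -6.56 and -5.84, where the last 2 rest on 34.2 and 50.8 reads. PAPPA, on chromosome 9 from 118916071 to 118946070, had 4.12 RPKM in starved cells and 4.79 at 0-30 min. This log2-fold change of 0.22 had an interval of 0.17 to 0.27 and lay within 2-fold. The value at 30-60 min was -0.43 with the deposited RPKM and 0.11 with median-of-ratios size factors. At 60-90 and 90-120 min the log2-fold changes were -2.49 and -3.24.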

The *LAMA2* gene, encoding a basement membrane protein, was repressed 30-60 min after serum addition (Fig. 4C), and the metalloproteinase encoding gene *PAPPA* showed a brief modest initial induction followed by repression 60-90 min after serum addition (Fig. 4D). These delayed responses may be regulated by transcription activators or repressors that are transcriptionally induced during the immediate response to serum.

**Fig. 4.**
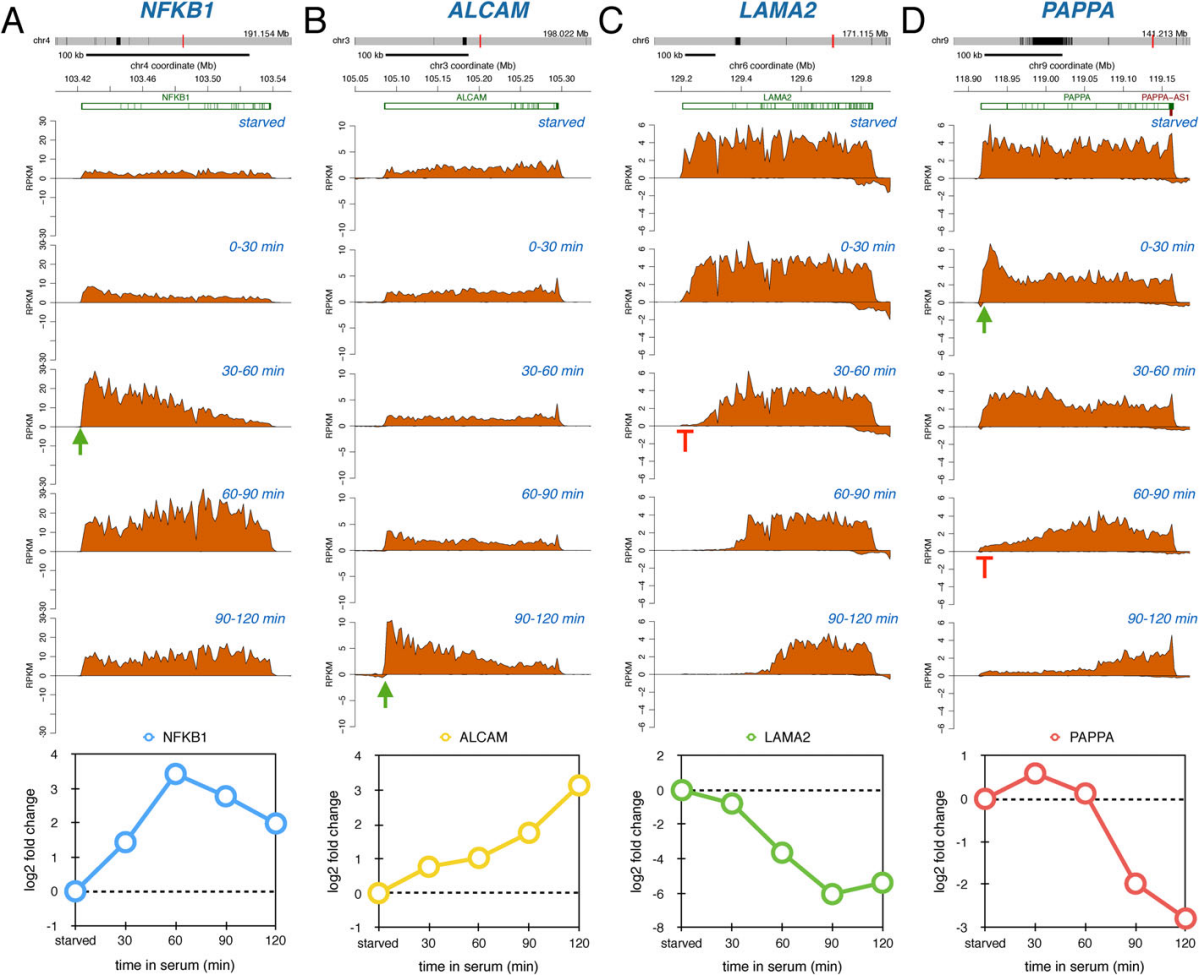
**Delayed serum-response genes.** Nascent RNA sequencing reads for *NFKB1* (A), *ALCAM* (B), *LAMA2* (C) and *PAPPA* (D) during starved conditions and during different periods following serum addition. Data representation as in Fig. 2.

### Genome-wide patterns of transcription regulation following serum stimulation

After observing this variety of transcriptional responses, we went on to perform a genome-wide analysis of serum-induced transcriptional changes. 

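Among the 8363 expressed genes, 1562 (18.7%) rose more than 2-fold above starved cells in at least 1 labeling period, and 3381 (40.4%) were above 0.5 RPKM in starved cells and fell more than 2-fold. Of the induced genes, 8 were listed at 0 in starved cells. By labeling period in order, 465, 952, 1036 and 912 genes were induced, and 1791, 2346, 1974 and 1801 were repressed. Together 4830 genes were called, 113 of them in both directions. In 100 simulated sets of 5 libraries with no change at these depths, a mean of 5.23 genes (0 to 13) were called induced and 5.28 (1 to 10) repressed, so counting noise gives few such calls. The induced count moved most without the expression filter, to 7349, where 8252 genes were repressed. The repressed count moved most by a factor with a pseudocount of 1 RPKM, tried after the data had been seen, to 442, and among the alternatives set in advance with 0.5 RPKM, to 1147. The split between the directions depended on the scaling. With the deposited RPKM, 31.6% of the calls were inductions, and scaling to the 75th percentile of expressed genes gave 1528 induced and 3305 repressed genes with the same share. Centring on the median of expressed genes gave 2225 and 2441, with 47.7% inductions. Median-of-ratios size factors, tried after the data had been seen, gave 2738 induced and 2060 repressed genes, with 57.1% inductions. This scaling raised every log2-fold change by 0.47, 0.54, 0.46 and 0.43 in the 4 labeling periods. Its factors came from 14660 windows with reads in every library, and so also from windows below the expression cutoff. At 30-60 min the median log2-fold change reached -1.31 in a group of windows of low RPKM, against -0.36 for expressed genes. The induced genes of that scaling included all 1562, and its repressed genes were all among the 3381.

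**Figure D1:**
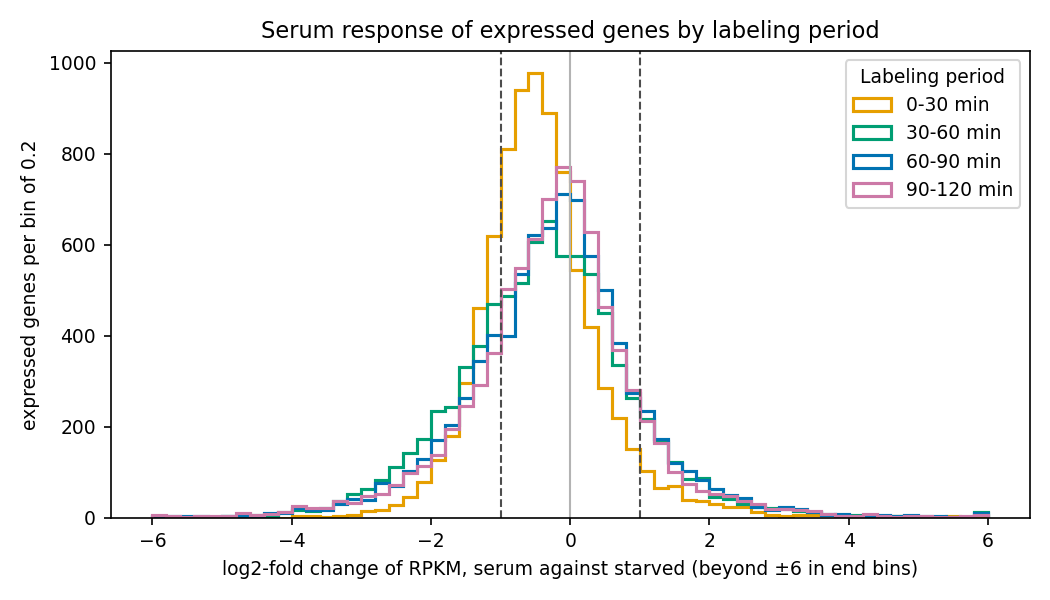
Distribution of the log2-fold change of RPKM, serum against starved, over the 8363 expressed genes, with 1 line for each labeling period. The y-axis is the number of genes per bin, and the dashed lines mark a 2-fold change in each direction. The peak of the line for 0-30 min lies farthest to the left, with a median of -0.49, and the lines for the later periods are broader.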

Using a two-fold change cutoff for serum-induced transcriptional change in the first 30 kb of expressed genes, we observed 1417 genes upregulated (Fig. 5A) and 636 genes downregulated (Fig. 5F) in at least one labeling period following serum stimulation. Heat maps were generated for these serum response genes based on the fold-change values from each serum-stimulated labeling period compared to starved cells. We classified serum response genes based on transcription patterns near the TSS during the first 2 h following serum stimulation using the following categories: sustained induction or repression (Fig. 5B,G), induction or repression followed by a return to baseline expression (Fig. 5C,H), delayed induction or repression (Fig. 5D,I), and both induction and repression (Fig. 5E,J). 

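Patterns were assigned to every called gene by the period of its first call and by whether it stayed past 2-fold in all later periods. Of the 1562 induced genes, 180 (11.5%) were immediate and sustained, 253 (16.2%) immediate and transient, 545 (34.9%) delayed and sustained, and 354 (22.7%) delayed and transient. A further 117 (7.49%) were first called at 90-120 min, so that no later period could be read, and 113 (7.23%) were past 2-fold in both directions. Sustained patterns thus made up 46.4% of the induced genes. This share was moved most by a pseudocount of 0.5 RPKM, to 41.4%. The delayed share differed with the length of the window. The first call came after 0-30 min for 55.7% of 291 induced genes with windows under 10 kb (95% Wilson interval 49.9% to 61.3%), 66.7% of 327 with windows of 10 to under 30 kb (61.4% to 71.6%) and 76.0% of 944 longer genes (73.1% to 78.6%). For repressed genes the shares were 28.6% of 914 (25.7% to 31.6%), 41.3% of 969 (38.2% to 44.4%) and 62.0% of 1498 (59.5% to 64.4%). The rise with window length was also present after centring and with median-of-ratios size factors, in both directions.

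**Figure D2:**
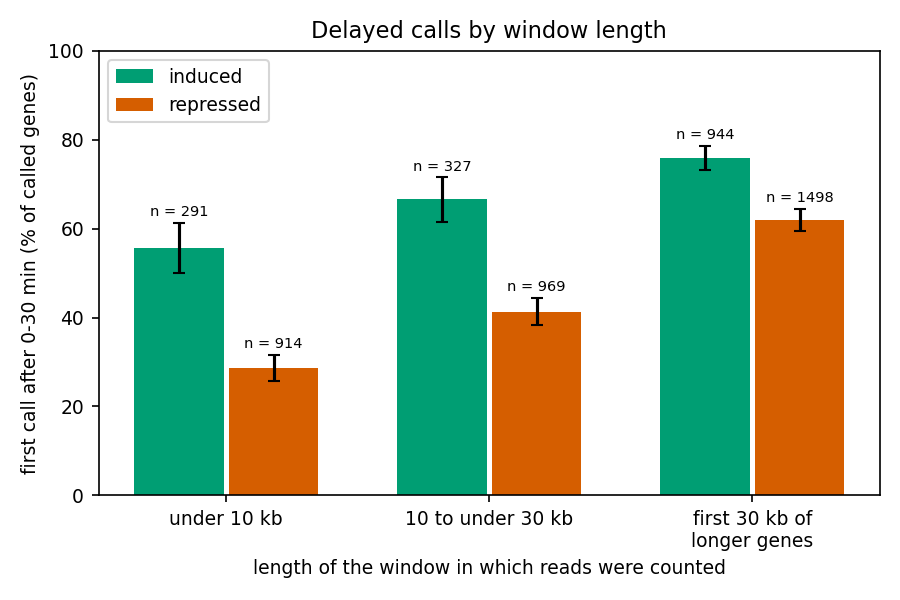
Share of induced and repressed genes whose first call came after 0-30 min, in percent, by the length of the window in which reads were counted. Error bars are 95% Wilson intervals over the called genes, whose number stands above each bar, and the bars rise from left to right in both directions, from 55.7% to 76.0% for induced and from 28.6% to 62.0% for repressed genes.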

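On chromosome 6, 55 histone genes of the HIST1H group were listed with windows of more than 300 bp, and 45 of them were expressed, between positions 26020718 and 27861669. Of these, 42 were repressed in at least 1 labeling period and 37 in all 4, while 2 were induced in at least 1. Scaled by median-of-ratios size factors, 41 were repressed and 25 in all 4. Relative to the median of all expressed genes, the median log2-fold change of the histone genes was -1.58, -1.77, -3.01 and -2.89 in the 4 labeling periods in order, over 43, 44, 43 and 40 genes with reads in both libraries. With the genes listed at 0 set to their limit of 3 reads, it was -1.55, -1.74, -2.99 and -2.69. In each period the first of these medians lay below all of 10000 random lists of as many genes matched on mean expression. The summed RPKM of the 45 genes was 157.6 in starved cells and 41.1, 39.6, 17.5 and 17.7 after serum, from 5233 reads in starved cells and 418.1 in the last period. The largest fall at 90-120 min among genes with reads in both libraries was that of HIST1H2BI, on chromosome 6 from 26273204 to 26273640, with a log2-fold change of -5.24 (95% counting interval -8.304 to -3.34). It rests on 93 reads in starved cells and 2 at 90-120 min. HIST1H3H, HIST1H2BE, HIST1H2BO and HIST1H4I had no reads in that period, so their falls cannot be ranked. The highest value among genes with reads in both libraries, -0.57, was that of HIST1H2BF. HIST1H2AG was listed at 0 in starved cells and had 4 reads at 90-120 min. The histone genes are near-identical in sequence, so reads could be split between them.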

Enrichment of genes involved in nucleosome assembly was linked to a broad sustained repression of the large histone gene cluster on chromosome 6 by serum (Fig. S1). These results, which could only be obtained by a nascent RNA sequencing approach such as Bru-seq, show the intricate patterns by which cells regulate transcription in response to a major cell stimulus such as serum. It also highlights the importance of measuring transcription in a continuous manner following exposure to the stimulus in order to capture all transient transcription events. 

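A call in a single labeling period was frequent. It applied to 466 (29.8%) of the induced and 1043 (30.8%) of the repressed genes. Of the induced genes, 64 were called only at 0-30 min, 150 only at 30-60 min, 111 only at 60-90 min and 141 only at 90-120 min. For repressed genes the numbers were 436, 341, 60 and 206 in the same order. Without the library of 1 of these periods, those genes would not have been called in that direction. Calls in a single period made up 26.6% of the induced and 39.1% of the repressed genes with median-of-ratios size factors.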

A novel finding of this study was that the patterns of transcription repression mirrored the patterns of transcription induction suggesting that these opposite outcomes are regulated by similar mechanisms.

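The same patterns were counted for the 3381 repressed genes. Of these, 707 (20.9%) were immediate and sustained, 1016 (30.1%) immediate and transient, 794 (23.5%) delayed and sustained and 574 (17.0%) delayed and transient, while 177 (5.24%) were first called at 90-120 min. The 113 genes called in both directions made up 3.34%. Sustained patterns together made up 44.4%. Each pattern thus occurred in both directions, but immediate patterns were a larger share of the repressed than of the induced genes. This order depended on the scaling. With median-of-ratios size factors, immediate patterns held 14.4% and 18.1% of the induced genes against 10.2% and 19.7% of the repressed genes, for sustained and transient in turn. After centring, they held 15.0% and 26.0% of the induced against 10.5% and 13.8% of the repressed genes. From the occurrence of sustained, transient, delayed and reversed patterns among both induced and repressed genes, the paper proposes that similar mechanisms regulate induction and repression.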

**Fig. 5.**
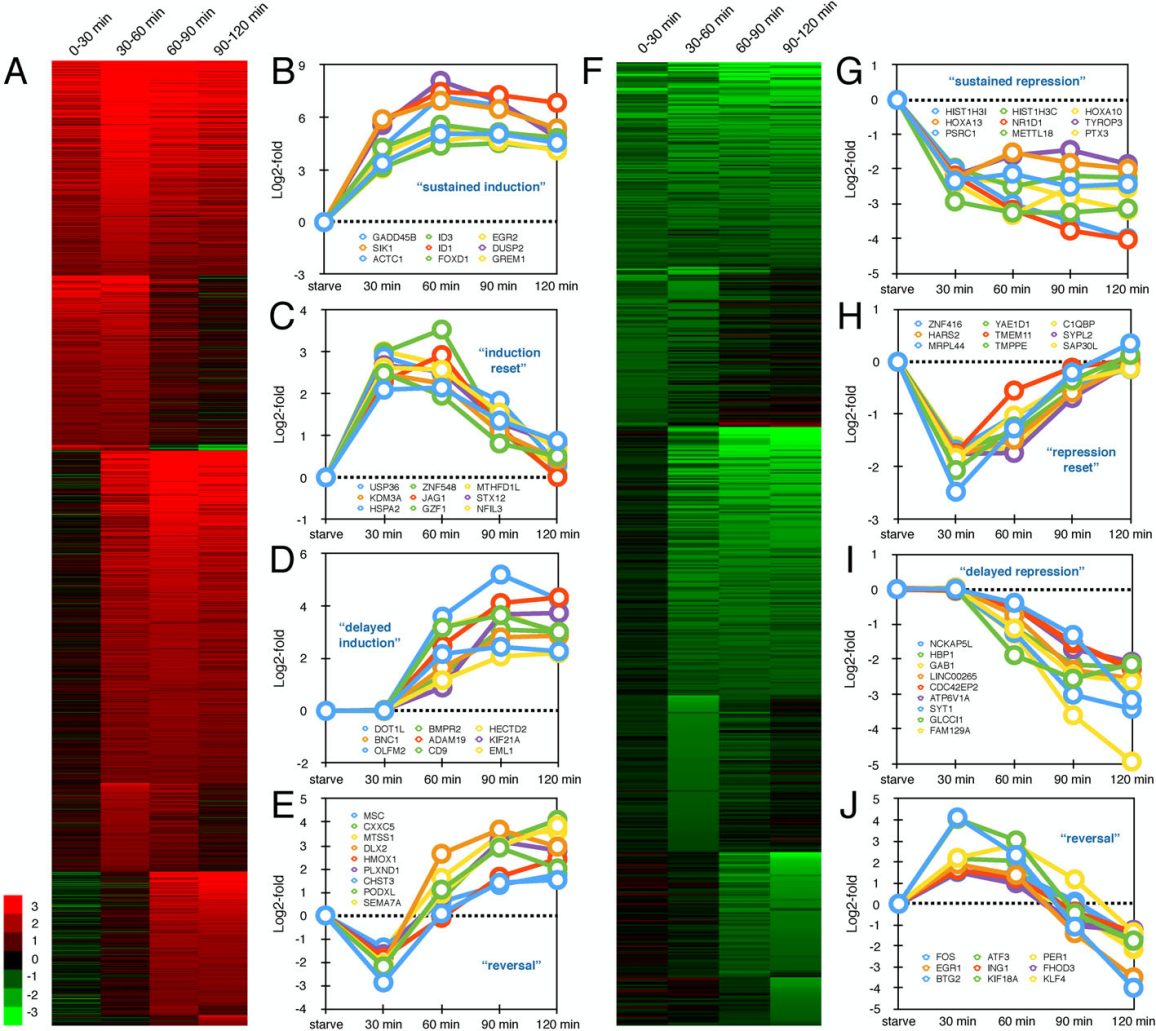
**Dynamics of the nascent transcriptome following serum stimulation.** Heat maps of induced (A) and repressed (F) genes in response to serum stimulation based on log2-fold change values within the first 30 kb of genes. Examples of gene groupings exhibiting various transcriptional patterns are shown in graphs (B-E) and (G-J).

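The graphs of Fig. 5 show 8 groups of 9 genes. With the deposited RPKM, 67 of the 72 entries followed the pattern of their graph in these libraries, and so did 67 with median-of-ratios size factors. The paper chose these genes as examples from the same libraries, so this count is not an independent test. For the reset graphs a call at 0-30 min and none at 90-120 min was enough. For the delayed graphs any first call after 0-30 min was enough. In Fig. 5B the highest log2-fold change was that of DUSP2 at 30-60 min, with 7.55 (95% counting interval 5.05 to 12.86) from 1 read in starved cells, followed by ID1 with 6.92. Among the genes of Fig. 5G, NR1D1 fell furthest, with -4.47 at 90-120 min. In Fig. 5H, ZNF416 changed by -2.85 at 0-30 min and was back at -0.09 at 90-120 min. The 5 entries outside their pattern were below 0.5 RPKM in starved cells, so that they could not be called repressed by the rule. These were MTSS1, DLX2, PLXND1 and PODXL of Fig. 5E, the first 3 with log2-fold changes at 0-30 min of -2.43, -2.43 and -2.04, and PER1 of Fig. 5J, with 0.476 RPKM in starved cells and -1.798 at 90-120 min. MTSS1 had 167 reads in starved cells and 27.1 at 0-30 min.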

### Functional analysis of the serum response

We utilized the database for annotation, visualization and integrated discovery (DAVID) functional annotation tool to explore whether the serum response genes identified by Bru-seq were enriched for certain functional pathways, including known pathways related to serum activation. First we focused on the group of transcriptionally induced genes to identify potential pathways induced in response to serum stimulation. We found significant enrichment of genes related to cellular structures such as ‘focal adhesion’, ‘tight junctions’, ‘actin cytoskeleton’, and ‘extracellular matrix’ (Fig. 6A; Fig. S2), which are structures known to be important during the serum response and wound healing (Cooper et al., 2004; Iyer et al., 1999). 

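The pathway sets of DAVID are not used here. In their place, lists of genes from gene nomenclature and general knowledge were fixed in advance, and the median log2-fold change of each list was taken relative to that of all expressed genes. For 37 expressed actin cytoskeleton genes it was 1.88, 1.75, 1.18 and 1.20 in the 4 labeling periods in order. These medians were above at least 99.99% of 10000 random lists of as many genes matched on mean expression. Of the 37 genes, 27 were induced in at least 1 period and 12 in all 4, and 2 were repressed. Under median-of-ratios size factors 35 were induced, 21 of them in all 4 periods, and 2 repressed. ACTC1 was highest at 90-120 min with a log2-fold change of 4.82. DIAPH3 was lowest with -0.796. The 9 expressed integrin genes, which encode receptors of focal adhesions, had relative medians of -0.35, 0.18, 1.44 and 1.26. These lay at percentiles 0.66, 22.8, 99.8 and 99.8 of the random lists. Of the 9, ITGAV was highest at 90-120 min with 3.20 and ITGB5 lowest with 0.18. For 19 expressed collagen genes, which encode extracellular matrix proteins, the relative medians were 0.13, 0.74, 0.90 and 1.30, at percentiles 1.53, 55.6, 97.4 and 99.98. At 0-30 min they thus lay above all expressed genes but low among the lists matched on expression. The median log2-fold change in that period differed with expression level, from -0.905 to 0.14 over 10 groups of windows by mean RPKM. The collagen genes did not move together, with 3.48 for COL4A1 and -3.595 for COL3A1 at 90-120 min. The COL3A1 window overlaps another on the same strand. Of the 19, 11 were induced and 6 repressed in at least 1 period, or 13 and 5 under median-of-ratios size factors. Only 4 laminin genes were expressed, and their relative medians were -0.43, -2.02, -2.11 and -1.95. The highest of them at 90-120 min was LAMC1 with 1.51, and LAMA2 was the lowest.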

Genes involved in various signaling pathways such as MAPK, chemokine, toll-like receptor, and TGF-β signaling were also enriched following serum stimulation. Enrichment of these pathways was seen during each labeling period.

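Of the MAPK pathway, the dual specificity phosphatase genes, whose products act on MAP kinases, were read as a list. For 10 expressed members the median relative to all expressed genes was 0.79, 0.99, 0.79 and 0.49 in the 4 labeling periods in order, at percentiles 96.1, 94.8, 94.6 and 82.0 of matched random lists. The members moved in both directions, with 4 induced and 4 repressed in at least 1 period, and with 7 induced and 4 repressed under median-of-ratios size factors. At 90-120 min DUSP2, which had 0.00846 RPKM in starved cells, was highest with a log2-fold change of 4.39 (95% counting interval 1.72 to 9.78). DUSP6 was lowest with -3.82, a fall from 17.9 to 1.27 RPKM.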

**Fig. 6.**
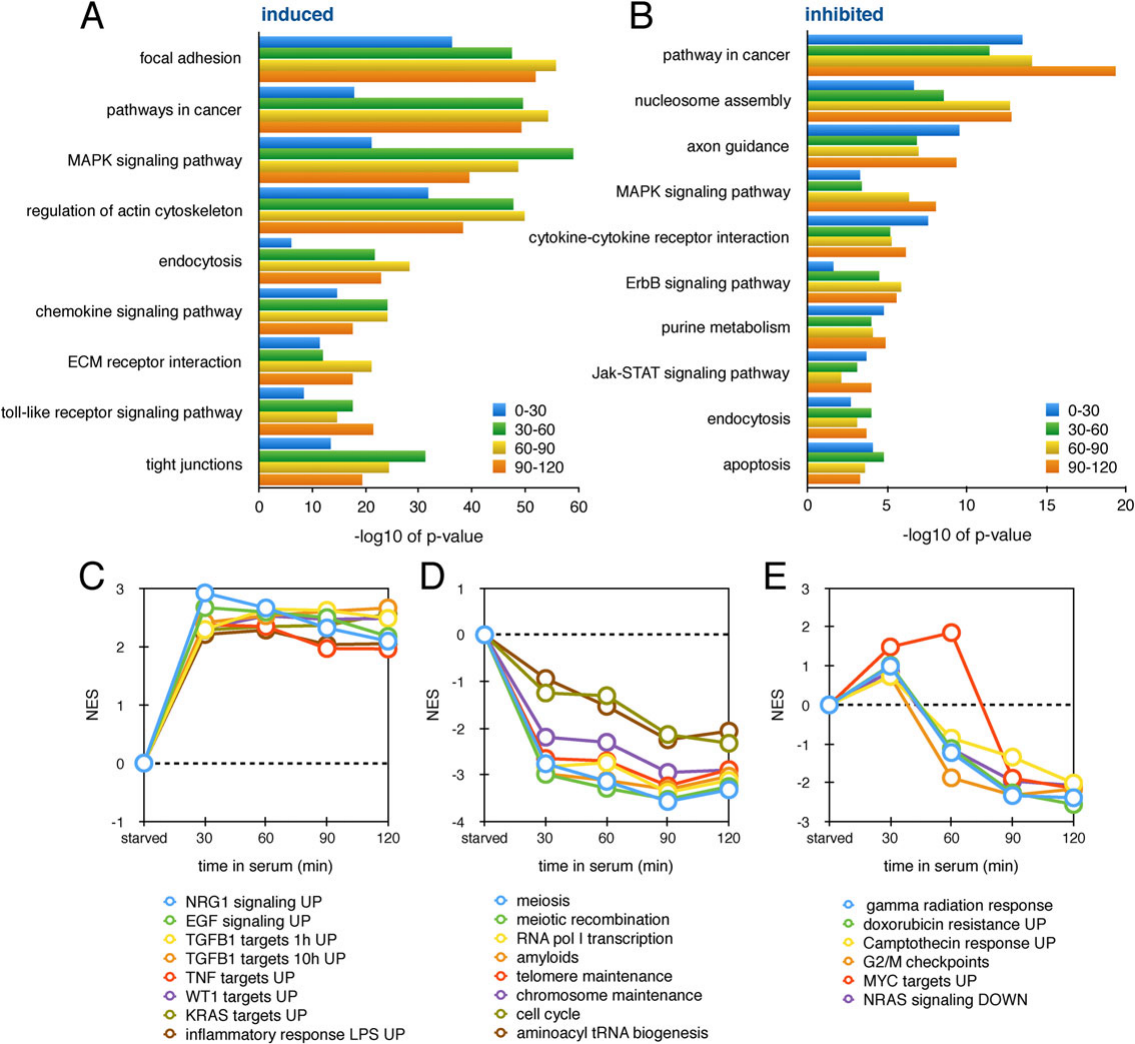
**Gene set enrichment analysis of serum response genes.** Enriched pathways identified by DAVID in induced (A) and inhibited (B) gene sets during each serum-stimulated labeling period. The −log10 values of *P*-values are displayed. Enriched pathways identified by GSEA in induced (C), inhibited (D), and induced then inhibited (E) gene sets during each time point. Normalized enrichment scores (NES) are displayed.

Next we examined our set of transcriptionally repressed genes to identify potential pathways which were downregulated in response to serum activation. We observed enrichment of genes involved in signaling pathways including MAPK, ErbB, Jak-STAT, and cytokine receptor signaling (Fig. 6B; Fig. S2). While the genes involved in these pathways were enriched during each labeling period, genes in other pathways had higher enrichment scores only during the later labeling periods. These pathways included ‘nucleotide excision repair’, ‘p53 signaling’, ‘cell cycle’, ‘WNT signaling’, and ‘aminoacyl tRNA biosynthesis’, (Fig. S3).

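Lists fixed in advance were used for nucleotide excision repair and aminoacyl tRNA biosynthesis. For 31 expressed nucleotide excision repair genes the median log2-fold change relative to all expressed genes was -0.13, -0.48, -0.56 and -0.44 in the 4 labeling periods in order. It lay at percentile 20.8 of matched random lists at 0-30 min and at percentiles 1.37 and 0.52 in the next 2 periods. At 90-120 min the median before this adjustment was -0.65, below the middle 95% of the random lists, which ran from -0.62 to 0.13. Of these genes, 18 were repressed and 4 induced in at least 1 period with the deposited RPKM. With median-of-ratios size factors 7 were repressed and 5 induced. DDB2 was lowest at 90-120 min with -3.06 and CETN2 highest with 1.39. For 28 expressed aminoacyl tRNA synthetase genes the relative medians were 0.00 at 0-30 min and -0.26, -0.71 and -0.62 afterwards, at percentiles 59.1, 11.8, 0.050 and 0.18. Repression in at least 1 period was called for 20 of them with the deposited RPKM and for 12 with median-of-ratios size factors. The range at 90-120 min was from -3.85 for NARS2 to 0.69 for HARS.

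**Figure D3:**
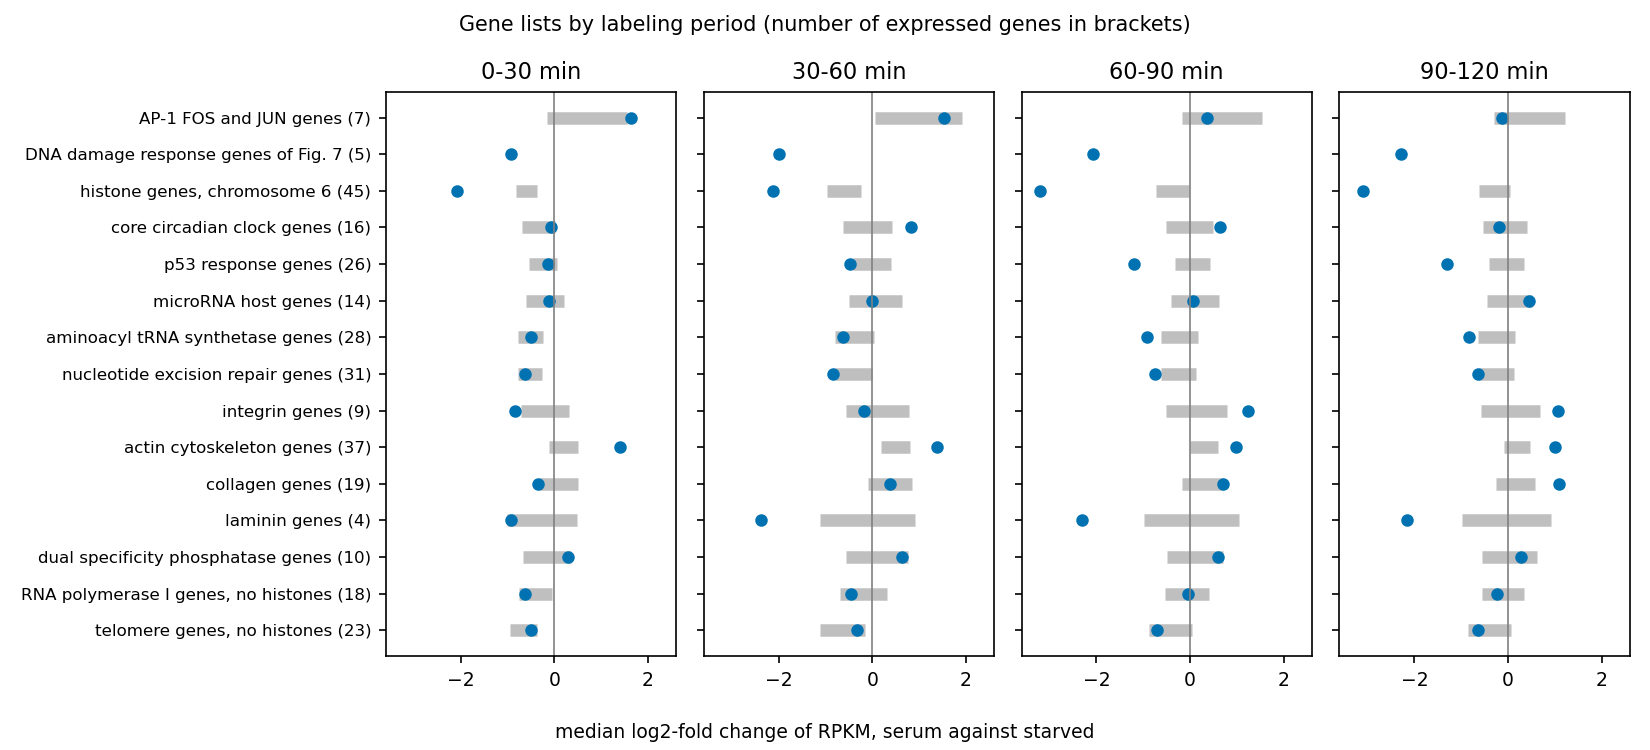
Median log2-fold change of RPKM, serum against starved, of each gene list (points) in the 4 labeling periods, with the number of expressed genes in brackets. Gray bars span the middle 95% of the medians of 10000 random lists of the same size matched on mean expression, with none for the genes of Fig. 7, which the paper chose from these libraries, and the histone genes lie to the left of their bar in each period and the actin cytoskeleton genes to the right.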

Additionally, we performed a gene set enrichment analysis (GSEA) for each labeling period (Subramanian et al., 2005). Expressed genes during a given period were ranked according to log2-fold changes in expression compared to starved cells, and this ranked gene list was used to calculate normalized enrichment scores (NESs) for gene sets. Gene sets with high NESs during each labeling period, indicating sustained increased transcription levels, included genes induced by neuregulin (NRG1), estrogen growth factor (EGF), transforming growth factor beta (TGF-β), tumor necrosis factor (TNF), Wilms tumor 1 (WT1), KRAS, and the inflammatory response (Fig. 6C). 

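Telomere maintenance and RNA polymerase I transcription were read from lists without the histone genes, since the sets used by GSEA are not analysed here. For 18 expressed genes of RNA polymerase I transcription the median log2-fold change relative to all expressed genes was -0.13, -0.09, 0.16 and -0.02 in the 4 labeling periods in order, at percentiles 10.7, 14.4, 56.6 and 28.1 of matched random lists. At 90-120 min PTRF was highest with 1.53 and ERCC6 lowest. For 23 expressed telomere maintenance genes the relative medians were -0.01, 0.03, -0.52 and -0.45, at percentiles 84.3, 90.4, 10.1 and 12.4. Here DKC1, whose window overlaps another on the same strand, was highest with 0.85 and POLA2 lowest with -2.03.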

Gene sets with low NESs during each labeling period, indicating sustained decreased transcription levels, included those related to meiosis, telomere and chromosome maintenance, RNA pol I transcription, and amyloids (Fig. 6D). Genes involved in the response to ionizing radiation, resistance to the chemotherapeutic drugs doxorubicin and camptothecin, the G2/M checkpoint, as well as genes induced by MYC, and genes repressed by NRAS were initially induced in response to serum but at later time points were repressed (Fig. 6E).

### DNA damage repair and signaling genes inhibited by serum stimulation

As observed in the GSEA analysis, transcription of a number of genes involved in DNA damage repair and signaling were rapidly suppressed following serum stimulation (Fig. 7). Both *ERCC6*, which encodes the CSB protein involved in transcription-coupled repair, and *CUL4B*, which encodes an ubiquitin ligase implicated in DNA repair, were rapidly repressed. 

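ERCC6 was counted in its first 30 kb on chromosome 10 from 50717170 to 50747169, a window that overlaps another on the same strand. Its RPKM was 6.66 in starved cells and 3.26, 1.66, 1.27 and 1.36 after serum. The log2-fold change at 0-30 min was -1.03 (95% counting interval -1.08 to -0.98), which is not distinguishable from 2-fold at this depth, and it was within 2-fold under each of the other scalings and with a pseudocount of 0.5 RPKM. At 30-60 min its interval was -2.06 to -1.94, and the log2-fold changes of the last 2 periods were -2.39 and -2.29. The CUL4B window lies on chromosome X from 119664818 to 119694817. CUL4B changed from 3.05 RPKM in starved cells to 2.65 at 0-30 min, a log2-fold change of -0.201 with the deposited RPKM and 0.27 with median-of-ratios size factors. It passed 2-fold at 30-60 min with -1.57 (-1.65 to -1.49) and had -1.93 and -2.03 in the last 2 periods.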

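RAD50 and REV3L were read in their first 30 kb. The RAD50 window, on chromosome 5 from 131892616 to 131922615, had 0.940 RPKM in starved cells and log2-fold changes of -1.11, -2.31, -2.08 and -2.06. At 0-30 min its 95% counting interval ran from -1.25 to -0.97, and the change was within 2-fold under each of the other scalings. With a pseudocount of 0.5 RPKM, RAD50 passed 2-fold at 30-60 min alone. REV3L, on chromosome 6 from 111774919 to 111804918, fell from 3.87 RPKM in starved cells to 3.28, 1.27, 1.22 and 0.747 after serum. Its log2-fold change at 0-30 min was -0.24 with the deposited RPKM and 0.23 with median-of-ratios size factors, and later -1.605, -1.67 and -2.37. The values at 30-60 and 60-90 min did not differ beyond counting error, with an interval of their log2 ratio from -0.16 to 0.023.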

*RAD50,* which encodes a protein in the DNA double-strand break processing complex MRN, and *REV3L,* which encodes the catalytic subunit of translesion DNA synthesis polymerase zeta, were also suppressed during the first two hours following serum stimulation. 

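ATM was counted on chromosome 11 from 108093559 to 108123558. Its RPKM was 1.17 in starved cells and 0.615, 0.114, 0.139 and 0.186 in the 4 labeling periods, from 1831 reads in starved cells and 204 at 30-60 min. The log2-fold changes were -0.93, -3.36, -3.08 and -2.66. The value at 0-30 min, with a 95% counting interval from -1.05 to -0.81, was not distinguishable from a 2-fold fall. The paper chose the 5 genes of Fig. 7 as examples from these libraries, so a comparison with random lists decides nothing. Their median log2-fold change relative to all expressed genes was -0.44, -1.64, -1.88 and -2.08 in the 4 labeling periods in order. All 5 were repressed in each of the 3 later periods with the deposited RPKM and with median-of-ratios size factors.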

Finally, transcription of *ATM,* which encodes a DNA damage response kinase, was suppressed after serum addition. The functional implications of the downregulation of these DNA damage response genes during the serum response are not known.

**Fig. 7.**
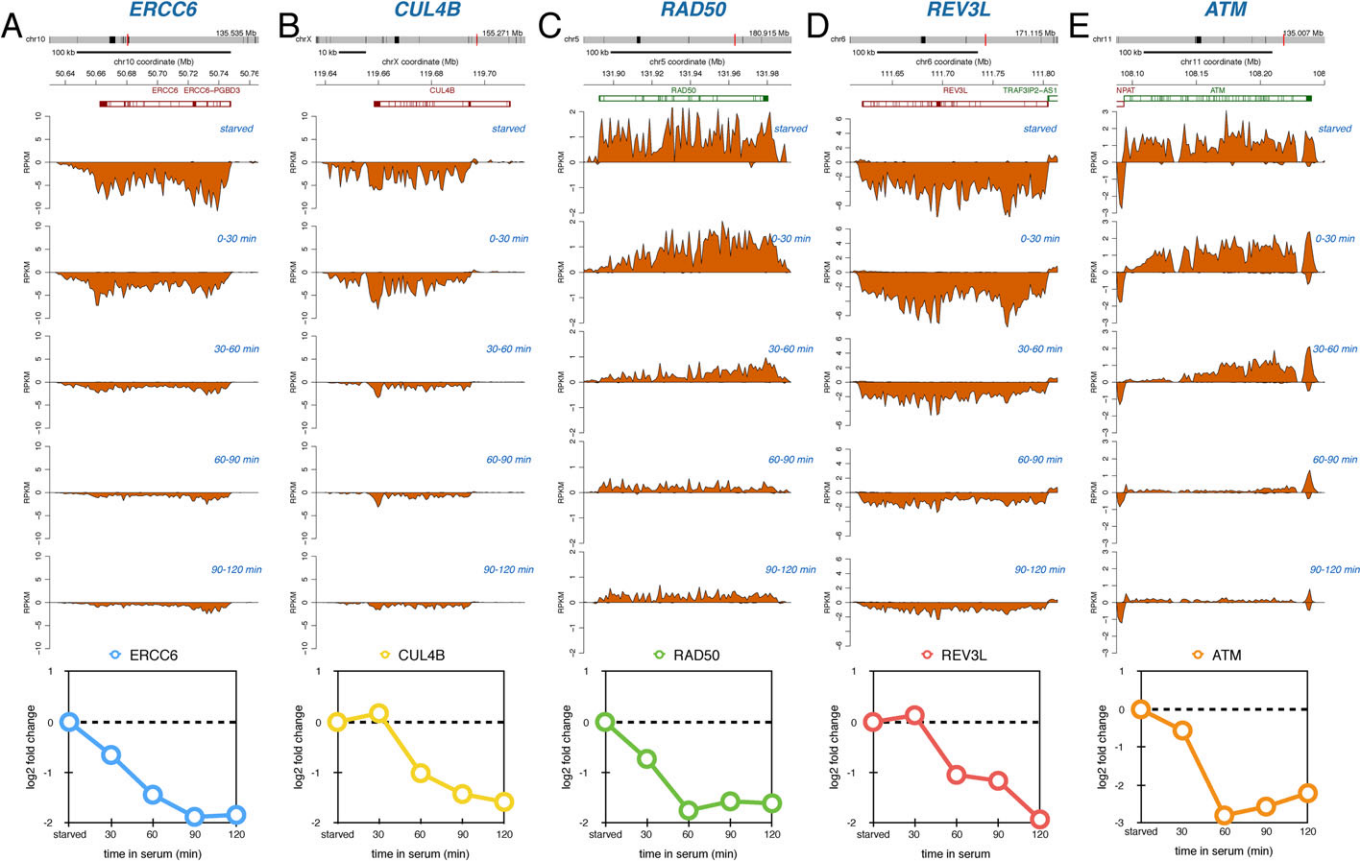
**DNA damage response genes are downregulated in response to serum.** Nascent RNA sequencing reads for *ERCC6* (A), *CUL4B* (B), *RAD50* (C), *REV3L* (D) and *ATM* (E) during starved conditions and during different periods following serum addition. Data representation as in Fig. 2.

### AP-1, circadian clock, miRNAs and p53 response genes are affected by serum

The AP-1 transcription factor components FOS and JUN are known to be rapidly induced following serum stimulation (Herschman, 1991). 

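The 7 FOS and JUN genes were expressed above 0.5 RPKM. At 0-30 min all 7 were above starved cells, and 5 of them rose more than 2-fold, with log2-fold changes of 4.95 for FOSB, 3.75 for FOS, 2.13 for JUNB, 1.63 for JUND and 1.498 for FOSL2. JUN and FOSL1 were within 2-fold in that period, with 0.61 (95% counting interval 0.54 to 0.67) and 0.22 (0.16 to 0.28). FOSL1 was highest at 30-60 min with 0.93. With median-of-ratios size factors, JUN was past 2-fold at 0-30 min with 1.08 and FOSL1 at 30-60 min with 1.47. JUNB, on chromosome 19 from 12902310 to 12904125, stayed past 2-fold with 2.79, 2.58 and 1.97 in the later periods. FOSB declined to 2.66 and 1.51 and so was also past 2-fold at 90-120 min. In the same period FOS was at -4.45, a fall to 32 reads from 862 in starved cells, and JUN was at -2.93. The values for JUND, FOSL2 and FOSL1 were -1.16, 0.12 and -0.14. That of JUND was within 2-fold with a pseudocount of 0.5 RPKM, after centring or with median-of-ratios size factors. The median of the 7 relative to all expressed genes was 2.12, 1.88, 0.56 and 0.07, at percentiles 98.4, 94.1, 45.0 and 7.28 of matched random lists.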

Bru-seq revealed that six out of seven of these genes were rapidly induced after serum addition followed by a reset of nascent transcription, with the exception of *JUNB,* which was induced and sustained throughout the 2 h period after serum addition (Fig. S4). The mechanism of this burst of transcription followed by a reset may stem from the release of RNA polymerases from a promoter-proximal pause site, as is known for *FOS* (Liu et al., 2015; Plet et al., 1995), or the activation of inhibitory factors suppressing subsequent rounds of transcription, like *FOSL1* (Hoffmann et al., 2005). Serum stimulation inhibited transcription of a number of p53-response genes either immediately or after a short delay (Fig. S5). 

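A list of p53 response genes from general knowledge was used, since the genes of Fig. S5 are not listed in the paper's text. For 26 expressed genes the median log2-fold change relative to all expressed genes was 0.35, -0.13, -1.01 and -1.10 in the 4 labeling periods in order, at percentiles 77.1 and 0.96 of matched random lists in the first 2 and below all of them in the last 2. With the deposited RPKM, 2 genes were repressed at 0-30 min, 7 at 30-60 min, 16 at 60-90 min and 16 at 90-120 min. With median-of-ratios size factors the numbers were 1, 4, 9 and 11. CDKN1A, on chromosome 6 from 36646456 to 36655116, had 11.5 RPKM in starved cells and log2-fold changes of 0.29, -0.33, -1.13 and -2.201. Its value at 60-90 min was within 2-fold after centring or with median-of-ratios size factors. At 90-120 min BBC3 was lowest with -4.75, in a window that overlaps another on the same strand, and GADD45A highest with 1.598.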

Serum starvation has been shown to increase expression of p53, with subsequent decrease after re-addition of serum (Hasan et al., 1999). Circadian clock genes also responded to serum stimulation, with some genes showing sustained induction and others showing a transient induction (Fig. S6). 

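The genes of Fig. S6 are not listed in the paper's text, and 22 core circadian clock genes were read as a list, of which 16 were expressed. Their median log2-fold change relative to all expressed genes was 0.42, 1.18, 0.84 and 0.02 in the 4 labeling periods in order. The percentiles among matched random lists were 93.4, 99.9, 99.3 and 27.6. Of the 16 genes, 8 were induced in at least 1 period and 2 in all 4, and 3 were repressed. With median-of-ratios size factors 9 were induced, 3 of them in all 4 periods, and 3 repressed. ARNTL2 was highest at 90-120 min with 2.69 and had been past 2-fold at 0-30 min with 1.28. NFIL3 was briefly induced, with 2.63, 2.14, 0.62 and -0.18. PER1 was at 1.82, 2.26 and 0.66 in the first 3 periods and more than 2-fold below starved cells at 90-120 min with -1.798. NR1D1 went the other way and was already at -2.56 at 0-30 min.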

Lastly, Bru-seq analysis allows for the identification of miRNA transcription units, and we observed that serum stimulation affected nascent transcription of a number of miRNAs such as miR21 (Fig. S7).

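The window of MIR21, which encodes miR21, lies on chromosome 17 from 57918627 to 57918698 and is 72 bp long, so the rule of more than 300 bp leaves it out. It had 45 reads in starved cells and 69.7, 129, 78.5 and 114 after serum. The log2-fold changes were 0.83, 1.32, 0.97 and 1.64, with 95% counting intervals of 0.27 to 1.41 at 0-30 min and 1.13 to 2.17 at 90-120 min. The entry for VMP1 next to it, on chromosome 17 from 57915367 to 57917952, rose from 65.7 RPKM to 307, 379, 348 and 367. The log2-fold changes of this entry were 2.22, 2.53, 2.41 and 2.48. Whether this short entry holds the start of VMP1 was not examined, so its rise is not read as initiation of VMP1. Among 57 listed genes with MIR symbols and more than 300 bp, 14 were expressed, and their median relative to all expressed genes was 0.37, 0.34, 0.27 and 0.66, at percentiles 70.4, 36.3, 49.7 and 96.3 of matched random lists. Of the 14, 6 were induced and 5 repressed in at least 1 period, and with median-of-ratios size factors 8 were induced and none repressed. MIR31HG was highest at 90-120 min with 4.51 and MIR155HG lowest with -1.01.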

### Transcription accelerates towards the 3′ end of genes

Extremely long genes are estimated to take several hours for the completion of transcription, however, it has been suggested that elongation rates accelerate as RNAPII travels across the gene body and this could act to reduce transcriptional delays (Danko et al., 2013; Jonkers et al., 2014). We previously used BruDRB-seq to assess transcription elongation rates in the beginning of large genes in the same fibroblast cell line used in this study (Veloso et al., 2014). For very large genes (>200 kb) we could estimate the elongation rates during each 30 min time interval following serum stimulation by measuring the change in the location of the front of the transcription wave. We found that the first 30 min Bru-labeling interval generated large variability in the distances travelled by RNAPII probably due to variability in transcription initiation timing. Therefore, we excluded the first time interval and instead examined the distances traveled by the transcription wave during the three later labeling periods. Transcription rates for each gene were calculated using the genomic distance between leading edges of transcription waves between two time intervals divided by the 30 min labeling time. The median distance covered by the transcriptional wave across 21 induced genes was 60 kb, 90 kb, and 100 kb during the 30-60, 60-90, and 90-120 min labeling periods, respectively. This translates into an average elongation rate of 1.97 kb/min, 2.79 kb/min, and 3.32 kb/min for the respective time intervals and supports the idea that RNAPII accelerates as it travels across large genes (Fig. 8A-C,G; Figs S8, S9). Long genes repressed by serum exhibited a retreating wave of transcription which was used to measure elongation rates in a similar way. In 21 repressed genes, RNAPII was estimated to travel a median distance of 70 kb, 90 kb, and 100 kb during the 30-60, 60-90, and 90-120 min labeling periods, respectively. The corresponding elongation rates were 2.33 kb/min, 3.19 kb/min, and 3.25 kb/min for the respective time intervals (Fig. 8D-F,H; Figs S10, S11). These findings suggest that transcription complexes accelerate as they traverse large genes, but that these increased elongation rates are not the result of gene induction caused by stimulation by serum but rather an inherent feature of transcription over long distances.

**Fig. 8.**
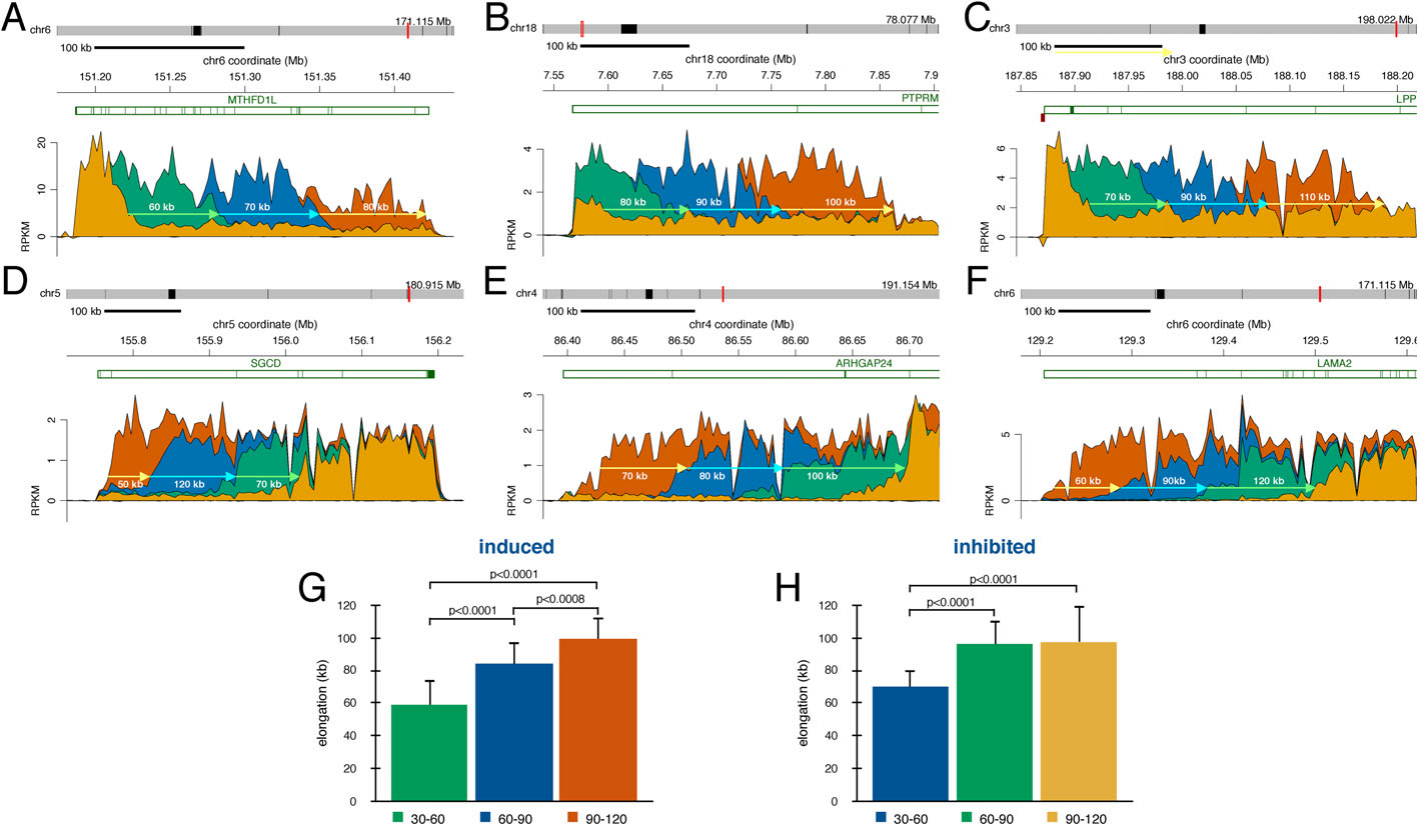
**Transcription accelerates during elongation.** Nascent RNA sequencing reads for large induced genes (A-C) during the different labeling periods (0-30 min yellow, 30-60 min green, 60-90 min blue, 90-120 min orange). Nascent RNA sequencing reads for large inhibited genes (D-E) during the different labeling periods (0-30 min orange, 30-60 min blue, 60-90 min green, 90-120 min yellow). Estimated distances of each transcription wave are indicated over or under each arrow. The mean of the estimated elongation rates of 21 genes with standard deviations are displayed for (G) induced and (H) inhibited genes for the different labeling periods. The *P*-values are indicated above each comparison.

## DISCUSSION

During a global cellular response, cells undergo widespread expression changes in order to modulate their function to adapt to changes in their environment. The ability to successfully follow the temporal chain of events occurring during a particular cellular response is critical for understanding the complex regulatory networks which orchestrate these gene expression changes. Categorizing response genes which display similar expression patterns can assist in identifying common regulatory mechanisms. Regulation of transcription initiation is a key step in establishing precise temporal expression of response genes, however, transcription elongation and RNA processing events create time delays for the generation of full-length mature mRNAs, and these delays are especially apparent for long genes. Therefore, by capturing nascent transcriptome dynamics and focusing on transcription initiation events immediately following cellular stimulation, we can more accurately assess early regulatory patterns and better model the mechanisms responsible for these changes.

In this study we present the first genome-wide data set of nascent transcription changes during serum activation. Our characterization of the early serum response is a reflection of temporal patterns of productive initiation because our focus was on transcription occurring near TSSs. This classification is distinct from previous studies that used steady-state RNA or mRNA detection and therefore categorized response genes based on transcript completion rather than initiation of transcription (Amit et al., 2007; Iyer et al., 1999; Tullai et al., 2007). We identified 1417 induced and 636 repressed genes during the first two hours following serum addition, and these genes displayed diverse transcriptional patterns. We identified a set of genes that showed an immediate transcriptional response and genes that responded after a delay. We were also able to categorize genes based on the behavior of their transcriptional initiation over time, including whether the change in RNA initiation was sustained or transient. Genes that exhibit similar transcriptional patterns may be subject to the same mechanisms of transcriptional regulation. For example, at the level of transcription initiation, response timing might be related to enhancer status at the time of stimulation. Primed enhancers might regulate rapidly induced genes while *de novo* enhancer selection might result in a delayed response. Also related to initiation, different sets or combinations of transcription factors or repressors may be responsible for immediate responses compared to delayed responses. Alternatively, regulation at the level of promoter-proximal pausing and release may also regulate response timing. Whether a transcriptional response is transient or maintained may be a factor of whether negative feedback mechanisms act to detect and limit RNA production. While this study did not explore specific mechanisms of transcriptional control, it provides a foundation for future studies by establishing candidate gene sets that may be coordinately regulated.

By following nascent transcription genome-wide over the first 2 h after serum addition, we observed a number of very diverse gene activation responses. One set of genes was immediately induced and showed sustained enhanced transcription initiation throughout the time course (Fig. 2A,B, Fig. 5B). This behavior likely reflects genes that are activated by transcription factors that have sustained activity in the presence of serum. Another set of genes showed a transient induction pattern (Fig. 3A,B, Fig. 5C). It is possible the transient induction pattern observed is due to a serum-mediated release of RNAPII from promoter-proximal arrest sites (Adelman and Lis, 2012; Liu et al., 2015; Muse et al., 2007). Interestingly, following this release these genes did not re-fire even though the continued presence of serum should maintain activating signals, thus cells appear to have the ability to limit the expression of these genes to one ‘wave’ of transcription through the genes. Alternatively, transient activation of a transcription factor or serum-induced transcription of a small gene encoding a transcription suppressor could explain the transient nature of expression. Another common pattern of gene transcription after serum stimulation is a delayed transcriptional response (Fig. 4A,B, Fig. 5D). These genes are most likely dependent on the immediate induction of transcription factor genes where the time delay of the induction of the secondary response genes is proportional to the sizes of the initially induced transcription factor genes. Finally, a fairly abundant group of genes showed a ‘reversal’ pattern where these genes were initially repressed but then showed highly induced transcription initiation (Fig. 5E). Such a pattern could potentially be generated by a feedback loop mechanism where cells compensate for the initial repression by follow-up overexpression.

The biggest surprise of our study was that the dynamic transcription patterns we observed for genes induced by serum-stimulation was also observed in the opposite direction. This novel data set was made possible because the Bru-seq technique measures transcription activity and not steady-state RNA, so rapid gene repression can be assessed as readily as transcriptional activation. Similarly to gene induction, we observed a group of genes that showed sustained repression throughout the time course (Fig. 2C,D,Fig. 5G). Here the presence of serum may inactivate specific transcription factors and this inhibition is sustained resulting in the maintenance of reduced transcription initiation of target genes during the time course. The mechanisms responsible for the transient repression of transcription of a specific set of genes (Fig. 3C,D, Fig. 5H) is not fully clear to us, but it is possible that serum immediately activates promoter-proximal transient transcription arrest in this set of genes with the subsequent establishment of a new equilibrium leading to new transcription emerging throughout the gene after a delay. Alternatively, serum transiently activates a transcription repressor or transiently inactivates a transcription activator. The group of genes with delayed repression (Fig. 4C,D, Fig. 5I) may have binding sites for repressors encoded in genes that are activated in the primary wave of serum-induced transcription. Finally, as for the induced gene set, there was a subset of genes that showed a ‘reversal’ behavior. After a transient induction these genes were suppressed at the later time points (Fig. 5J) and it is possible that these genes were regulated by a homeostatic feedback mechanism.

We hypothesize that these different transcriptional patterns are important for establishing temporal expression patterns related to functional activity. We performed DAVID and GSEA analyses to explore pathway and gene set enrichment patterns during the early serum response. We found that pathways which were highly enriched during the first labeling period, in either the group of upregulated or downregulated genes, tended to be enriched during the later labeling periods as well. Many of these enriched pathways were signaling pathways, such as the MAPK pathway, which is known to be activated by growth factor stimulation (Assoian and Schwartz, 2001). Attenuation of MAPK signaling and downstream target gene expression has been shown to depend on nascent transcription following activation (Amit et al., 2007); therefore the enrichment of genes in these pathways may be associated with transcriptional changes related to turning off the signaling pathway. MAPK signaling activation results in transcriptional activation of AP-1 components *FOS* and *JUN* (Shaulian and Karin, 2002), which we were able to observe using Bru-seq. Induction of these genes is accompanied by the upregulation of alternate AP-1 components which may inhibit active AP-1 complexes, as has been shown for FOSL1 and JUNB (Hoffmann et al., 2005; Szabowski et al., 2000). The detection of genes induced or repressed within the same time frame may help to identify novel regulators. The transcriptional response timing for these regulators is likely influenced by many factors, including RNA and protein abundance; therefore simultaneous assessment of transcriptional and translational regulation may be necessary to connect functional activity to temporal gene expression regulation.

Interestingly, we observed a significant downregulation of p53 response and DNA damage response genes following serum stimulation. Protein levels of p53 are known to increase in serum-starved cells due to enhanced protein stability, but p53 protein levels return to baseline following addition of serum (Hasan et al., 1999; Shi et al., 2012). The decrease of p53 target genes following serum addition is therefore likely related to the expected lower protein levels of p53. Our Bru-seq data detected repression of the p53 target gene *CDKN1A,* encoding the G_1_ cell cycle arrest protein p21, which has also been observed to have increased levels in starved cells (Shi et al., 2012). Surprisingly, we observed decreased transcription of the DNA damage response signaling genes *ATM* and *RAD50* following serum stimulation. The functional implications related to the downregulation of these DNA damage response genes following serum activation will need to be explored in more detail.

Lastly, our data demonstrated that elongation accelerates as RNAPII travel across long genes, which is consistent with previous studies (Danko et al., 2013; Jonkers et al., 2014). Since average elongation rates were found to increase across both induced and repressed genes following serum stimulation, our results suggest that acceleration of transcription elongation is not due to serum activation but rather is an inherent characteristic of transcription elongation. The mechanism responsible for this accelerated elongation may be related to a gradual shift in the phosphorylation pattern of the c-terminal domain (CTD) of RNAPII as it traverses genes (Jonkers and Lis, 2015).

Taken together, this study provides a novel view of the dynamic transcriptome as cells adjust to a new environmental condition after serum addition. Bru-seq revealed both known and novel changes in gene transcription during the early serum response. The assessment of global transcriptional output provides clues as to how regulation of transcription is accomplished after cellular stimulation. We believe that nascent sequencing techniques, such as Bru-seq, will be critical to assess and untangle the mechanisms behind temporal and dynamic expression changes for a wide range of cellular responses.

## MATERIALS AND METHODS

### Cell culture and serum stimulation

HF1, hTERT immortalized foreskin-derived human fibroblasts (Paulsen et al., 2014, 2013), were grown in MEM supplemented with 10% FBS, L-glutamine, vitamin mix, and antibiotics. These cells are routinely tested for mycoplasma contaminations. Starved cells were grown in the same media minus FBS for 48 h. For serum stimulation experiments, FBS was added to the media of starved cells (final concentration 10%). Serum addition was followed by 30 min bromouridine labeling, either immediately or after a 30, 60, or 90 min incubation period. Bru-labeling was performed in serum-starved cells and at different time-intervals following serum addition as illustrated in Fig. 1.

### Bru-seq analysis

Bru-seq was performed as previously described (Paulsen et al., 2014, 2013). Briefly, bromouridine (Bru) (Aldrich) was added to the media of starved or serum stimulated cells to a final concentration of 2 mM and incubated at 37°C for 30 min. Total RNA was isolated using TRIzol reagent (Invitrogen), and Bru-labeled RNA was isolated by incubation of the isolated total RNA with anti-BrdU antibodies (BD Biosciences) conjugated to magnetic Dynabeads (Invitrogen) under gentle agitation at room temperature for 1 h. cDNA libraries were prepared from the isolated Bru-labeled RNA using the Illumina TruSeq library kit and sequenced using Illumina HiSeq sequencers at the University of Michigan DNA Sequencing Core. The sequencing and read mapping were carried out as previously described (Paulsen et al., 2014, 2013).

### Gene expression and serum response analysis

RPKM (reads per kilobase per million mapped reads) values were calculated for individual genes over 300 bp for starved cells and for each serum stimulated sample. For genes under 30 kb, RPKM was calculated using read counts from the entire gene. For genes 30 kb and over, an RPKM value was calculated using read counts from the first 30 kb downstream of the TSS. Genes were classified as expressed if they had an RPKM value greater than 0.5 in starved cells or in at least one serum stimulated sample.

To identify response genes, an inter-sample comparison analysis was done to obtain RPKM fold-change values for each gene in a given serum stimulated sample compared to the starved sample (Paulsen et al., 2014, 2013). Genes with a greater than twofold change in any serum stimulated sample compared to starved cells were categorized as serum-response genes. Genes with greater than a twofold increase were classified as induced and genes with greater than a twofold decrease in RPKM values were classified as repressed. Repressed genes were required to be expressed (RPKM value>0.5) during the starved condition.

For the generation of the heat maps, induced and repressed response genes were clustered based on when the first 30 kb of the gene reached a greater than twofold change compared to starved cells. Genes were also clustered based on whether the expression change was sustained or transient. Sustained response genes maintained a greater than twofold change in the labeling periods following the initial response. Transient response genes had expression levels that returned to starved levels (less than twofold change) during the labeling periods following the initial response.

### Gene enrichment analysis

We used DAVID Bioinformatics Resource 6.7 (Huang et al., 2009a,b) to perform gene set enrichment analysis on the serum-responsive genes. The background gene set used for the analysis contained all genes that were expressed above 0.5 RPKM in the tested cells. We performed a functional annotation analysis using induced and repressed response gene sets from each labeling period. Here we present enriched pathways with a *P*-value <0.05. We also performed gene set enrichment analysis (GSEA) (Subramanian et al., 2005). All genes expressed >0.5 RPKM were rank-ordered according to log2-fold changes compared to the gene expression in serum-starved cells.

### Elongation analysis

Images displaying read distributions across genes longer than 200 kb were visually assessed to estimate distances travelled by RNAPII in the 30-60, 60-90, and 90-120 min labeling periods according to the changing positions of the transcriptional wave. Twenty-one genes were analyzed for groups of induced and repressed genes, and mean, standard deviation, and median values were recorded for the different labeling periods. These values were used to calculate an average elongation rate for induced and repressed genes during each labeling period.

How the deposited data were processed for this re-analysis (not part of the article)

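Nascent RNA of HF1 human fibroblasts was measured by Bru-seq in 5 libraries, 1 for each condition. Cells were starved for 48 h and then labeled with 2 mM bromouridine for 30 min, either without serum or at 0-30, 30-60, 60-90 or 90-120 min after serum was added to 10%. Each serum library was compared with the starved library. As there were no replicates, no test across conditions was run and no p-value is given.

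The authors deposited 1 list of windows per library, with the same 22979 windows in all 5 and 22791 gene symbols. A window is the whole gene when it is shorter than 30 kb, and otherwise the first 30 kb downstream of the TSS. The estimated counts, which the authors made by assigning the mapped reads of the window's strand to it, are mostly whole numbers, and a read that lies in a window in part is counted in part. The signal, which the authors deposited as reads per bp, is the estimated count divided by the length of the window. The RPKM, as deposited by the authors, is the same density scaled to the mapped reads of the library, with 1 library total for all windows. These relations were checked on every library. The paper's text refers to earlier work for the mapping of the reads. The coordinates fit the chromosome lengths of hg19, and gene symbols were used as listed. The human annotation at hand is of another build, so no exon, intron or UTR was assigned.

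The library total that the RPKM values imply was 52000669 reads for starved cells and 45432970, 59501534, 46464913 and 42166442 reads for the 4 labeling periods in order. The windows held 33.8% of these reads in starved cells and 37.5%, 40.5%, 38.2% and 36.8% after serum. Above 0.5 RPKM were 7674 windows of more than 300 bp in starved cells, and 5810, 5776, 6263 and 6354 after serum. For single genes, a 95% interval of the ratio of a serum library to starved cells was computed from the estimated counts and the library totals with an exact binomial interval. It covers counting error only, and not the variation between cultures or library preparations. Shares of called genes carry 95% Wilson intervals.

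Genes were called by the rule in the paper's methods. The 21360 windows of more than 300 bp were kept, and 1619 shorter ones were left out. A gene was expressed when its RPKM was above 0.5 in any library, induced when it was also more than 2-fold above starved cells in at least 1 labeling period, and repressed when it was above 0.5 RPKM in starved cells and more than 2-fold below in at least 1 period. The ratio was that of the deposited RPKM without a pseudocount, so a gene listed at 0 in starved cells and expressed after serum counted as induced. A call was immediate when it was past 2-fold at 0-30 min and delayed when it came later. It was sustained when it stayed past 2-fold in all later periods and transient otherwise. Genes past 2-fold in both directions, and genes first called at 90-120 min, were counted apart. The share of delayed calls was computed for windows under 10 kb, windows of 10 to under 30 kb, and the first 30 kb of longer genes.

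The calls, the gene lists, the rule for named genes and most alternatives were set before the data were examined. Named genes are all genes that the paper names in its text or writes in Figs 2 to 5, 7 and 8, the FOS and JUN genes, and the members of each other list with the highest and lowest log2-fold change at 90-120 min. They also include, in each direction, the 5 genes with the largest change in any period among genes of at least 5 RPKM in the higher and above 0.5 RPKM in the lower library whose window overlaps no other on the same strand. Where a symbol has more than 1 window, the window of highest mean RPKM was used.

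In place of pathway databases, 15 gene lists were used. These are the AP-1 FOS and JUN genes, the DNA damage response genes of Fig. 7, the histone genes of chromosome 6, core circadian clock genes, p53 response genes, genes with MIR symbols, aminoacyl tRNA synthetase genes, nucleotide excision repair genes, integrin, actin cytoskeleton, collagen and laminin genes, dual specificity phosphatase genes, and genes of RNA polymerase I transcription and of telomere maintenance without histones. The median log2-fold change of the expressed members with reads in both libraries was compared with that of 10000 random lists of the same size, matched on mean expression in 20 bins. The percentile is not given for the genes of Fig. 7, which the paper chose from these libraries. The percentile describes these libraries and is not a test across replicates. Medians are given relative to the median of all expressed genes in the same period. Since the random lists are matched on mean expression, a list can lie above all expressed genes and yet low among its random lists, or the reverse.

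The alternatives set in advance were a pseudocount of 0.1 or 0.5 RPKM, expression above 1 RPKM or no expression filter, a fold change above 3, centring on the median of expressed genes, scaling to the 75th percentile of expressed genes, windows without overlap on the same strand, 1 entry per symbol, genes of more than 1000 bp, calls in 2 or more periods, each serum library left out in turn, ratios whose interval excludes 1, repression with expression above 0.5 RPKM in any library, and sustained calls defined by the last period alone. Median-of-ratios size factors over windows with reads in every library, a pseudocount of 1 RPKM, and centring for the share of delayed calls were added after the data had been seen.

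Calls were compared with 100 sets of libraries simulated without change, with Poisson noise at the deposited depth. The procedure was also tested on simulated reads with 200 changed genes of known pattern. All 200 were recovered with the right pattern. Of the 21360 windows, 6 unchanged ones were called induced and 5 repressed, and 94.8% of the 95% intervals held the true ratio. The computations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

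Reads beyond the first 30 kb of a gene are not analysed here, so the elongation rates of Fig. 8, and the traces along whole genes, have no values here. The gene sets of DAVID and GSEA are not used here. Windows of 300 bp or less were read only for MIR21 and for the counts in the closing section.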

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

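The tests of counting noise, of scale and of overlapping genes and the pseudocount of 1 RPKM in this part were chosen after the result was seen.

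Both directions of change were found in the same gene for 113 of the 4830 called genes, which were past 2-fold above starved cells in 1 labeling period and past 2-fold below in another. This stood out because the same comparison with starved cells gave opposite results at different times. Of these genes, 38 were first above starved cells and 75 first below. The difference between periods was not tested, as each period has 1 library. Counting noise in genes changed in 1 direction was simulated in 100 sets, in which each gene kept its larger change and had no change in the other direction. At most 1 such gene was found in a set, which argues against this noise as the cause. In 112 of the 113 genes the 95% counting interval excluded no change in both directions. It does not follow that each change exceeds 2-fold beyond counting error. A difference in scale between libraries was examined with the other scalings, which gave between 94 and 99 such genes, so a factor for each library does not remove the pattern. Without windows that overlap another on the same strand, 107 genes were left. The number depended on low RPKM values and on single libraries. With a pseudocount of 0.1 RPKM it was 84, with 0.5 RPKM 24 and with 1 RPKM 8. With expression above 1 RPKM it was 71 and with a fold change above 3 it was 17. It rose to 197 when repression required expression above 0.5 RPKM in any library, and to 506 without the expression filter. Without the library of 0-30 min it was 33 and without that of 90-120 min 60, against 100 without 30-60 min and 92 without 60-90 min. Calls that need 1 of these libraries cannot be separated from a fault of that library with the data at hand. A change of regulation with time after serum remains open as a biological explanation and was not tested. Fig. 5 names genes of this kind, and the genes of Figs 5E and 5J were read beside it.

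Windows of 300 bp or less, which the paper's length rule leaves out, held signal in data that the paper did not use for its calls. Of 1619 such windows, 33 had at least 100 reads in some library, and 18 of these were past 2-fold in at least 1 labeling period, 7 higher and 11 lower than starved cells. A lower window had to hold at least 100 reads in starved cells. The directions depended on the scaling. After centring 11 were higher and 7 lower, and with median-of-ratios size factors 12 were higher and 2 lower, with 9 of the 18 windows still past 2-fold. Counting noise gave 0 windows of either direction in each of the simulated unchanged libraries. Reads of overlapping or surrounding genes were examined by position. Of the 18 windows, 9 overlapped another listed window on the same strand and 9 did not. The members without overlap, named after their values were seen, were MIR3117, SNORA23, MIR612, SNORA1, SNORA8, MIR125B1, SNORD114-4, SNORD114-14 and MIR21. Among these 9, SNORD114-4 had the largest change, with a log2-fold change of 4.11 at 60-90 min and 8.96 reads in starved cells. MIR612 fell furthest of them, with -2.15 at 60-90 min. For MIR125B1 the values were 0.35, 1.202, 1.87 and 2.34 in the 4 labeling periods in order. A change in these small RNA genes and a change in a longer transcript around them cannot be told apart. Unlisted transcripts, or a listed gene past its first 30 kb, can surround a window that overlaps no listed one. The biological explanation by serum was not tested.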

How the results depend on the processing

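Median-of-ratios size factors, a pseudocount of 1 RPKM, and centring for the delayed share were tests chosen after the result was seen, and the other alternatives had been set in advance. No paired analysis was possible because each condition has 1 library, with nothing that pairs the libraries. For the same reason no replicate was left out, and each serum library was left out in turn.

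Induced and repressed counts stayed within 1.5-fold of 1562 and 3381 under some alternatives only. A pseudocount of 0.1 RPKM gave 1419 induced and 2944 repressed genes, windows without overlap 1509 and 3273, 1 entry per symbol 1562 and 3381, genes of more than 1000 bp 1533 and 3315, and ratios whose interval excludes 1 gave 1560 and 3378. Calls in 2 or more periods gave 1096 and 2338, and expression above 0.5 RPKM in any library gave 3545 repressed genes. With each serum library left out in turn, from 1412 to 1498 genes were induced and from 2945 to 3321 repressed. By construction these alternatives can only remove calls, apart from the rule on any library, which can only add them.

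Counts moved by more than 1.5-fold in the following cases. Median-of-ratios size factors gave 2738 induced and 2060 repressed genes. A pseudocount of 0.5 RPKM gave 1032 induced and 1147 repressed genes, and a pseudocount of 1 RPKM gave 770 and 442. By its construction a pseudocount shrinks the ratios of genes at low RPKM. Without the expression filter, which leaves 19699 genes in place of 8363, the numbers were 7349 and 8252. Expression above 1 RPKM gave 1716 repressed genes, and 1366 induced genes, which is within 1.5-fold, among 5723, since fewer genes were examined. A fold change above 3, a stricter threshold, gave 783 and 1843. The genes called with a pseudocount, with expression above 1 RPKM or with a fold change above 3 were all among those called by the paper's rule.

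The split between the directions depended on the scaling of the libraries. The numbers were 2225 induced and 2441 repressed genes after centring, 1528 and 3305 after scaling to the 75th percentile, and 2738 and 2060 with median-of-ratios size factors, against 1562 and 3381 with the deposited RPKM. Inductions thus made up 47.7%, 31.6% and 57.1% of the calls, against 31.6%. They made up 47.4% with a pseudocount of 0.5 RPKM, 63.5% with 1 RPKM and 44.3% with expression above 1 RPKM. Of the 1562 induced genes, 1562 were also induced after centring, 1441 after scaling to the 75th percentile and 1562 with median-of-ratios size factors. For the 3381 repressed genes these numbers were 2441, 3160 and 2060. Centring and median-of-ratios size factors raise all log2-fold changes in each period, so by construction inductions gain and repressions lose. Scaling to the 75th percentile raises them at 0-30 min and lowers them in the later periods. Which scaling is right was not tested.

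Sustained patterns held 46.4% of the induced genes, and this moved to 41.4% with a pseudocount of 0.5 RPKM and to 50.3% with median-of-ratios size factors. For the repressed genes the share of 44.4% moved to 47.0% when the last period alone defined a sustained call, 38.4% with a fold change above 3, 41.6% with a pseudocount of 0.5 RPKM, 46.8% after centring and 40.8% with median-of-ratios size factors. For these changes the cause was not tested. The delayed share was higher in 30 kb windows than in windows under 10 kb in all alternatives tried. The difference of 20.3 percentage points for induced genes became 27.6 with a fold change above 3 and 12.4 with median-of-ratios size factors. That of 33.5 points for repressed genes became 51.1 with a fold change above 3, 42.0 after centring and 47.3 with median-of-ratios size factors, and the cause was not tested.

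Gene lists whose median lay outside the middle 95% of random lists kept their direction relative to all expressed genes with a pseudocount of 0.5 RPKM and among members above 1 RPKM. For the collagen genes at 0-30 min that direction, 0.13, was opposite to their place among the random lists, at percentile 1.53. This says little of the DNA damage response genes, which the paper chose from these libraries. At 90-120 min a pseudocount of 0.5 RPKM moved the relative median of the DNA damage response genes from -2.08 to -1.37, that of the histone genes from -2.89 to -1.68 and that of the actin cytoskeleton genes from 1.20 to 0.87. By construction it shrinks the ratios of genes at low RPKM. Among members above 1 RPKM, the aminoacyl tRNA synthetase genes had -0.98 in place of -0.62, from fewer genes. Of the 60 list values, 53 moved by no more than the bootstrap spread of the list's median with a pseudocount of 0.5 RPKM, and 57 among members above 1 RPKM. Centring shifts all genes alike and cannot move these relative values.

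For 25 genes of the text and 100 values, 77 were past 2-fold with the deposited RPKM. A pseudocount of 0.5 RPKM took 12 of these within 2-fold, centring 8, scaling to the 75th percentile 4 and median-of-ratios size factors 8. Centring brought 3 other values past 2-fold and median-of-ratios size factors 5. RUNX2, LAMA2, ERCC6 and RAD50 at 0-30 min were within 2-fold under all 4. No value past 2-fold changed its sign. Within 2-fold, 5 values changed sign after centring, 2 after scaling to the 75th percentile and 9 with median-of-ratios size factors. Of the 60 list values, 6 changed sign among members above 1 RPKM and 2 with a pseudocount of 0.5 RPKM, all inside the middle 95% of random lists. For the single genes and for the lists before 90-120 min, 218 of 535 values under the alternatives moved by less than their spread. Among them were the list values after centring, and the other 317 moved by more. The spread was the counting interval for single genes and the bootstrap spread of the median for lists.

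Depth limits what can be said of single genes. The median expressed gene had at least 740.4 reads in each library, so counting error is small for most genes, and simulated unchanged libraries gave a mean of 5.23 induced and 5.28 repressed genes. Genes at few reads are the exception, such as HIST1H2BI with 2 reads at 90-120 min. Differences between cultures have no estimate, since there is 1 library for each condition.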

Differences from the paper's values

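The tests added here, which are the pseudocount of 1 RPKM, the median-of-ratios size factors and the shift between the figures and the deposited RPKM, were chosen after the result was seen.

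Repressed genes numbered 3381 with the deposited RPKM and the rule of the paper's methods, and the paper's number is 636. None of the alternatives set before the data were examined came within 1.5-fold of the paper's number. The lowest of them was 1147 with a pseudocount of 0.5 RPKM. Expression above 1 RPKM gave 1716, a fold change above 3 gave 1843, calls in 2 or more periods 2338, centring 2441, a pseudocount of 0.1 RPKM 2944, windows without overlap 3273, scaling to the 75th percentile 3305, genes of more than 1000 bp 3315, ratios whose interval excludes 1 gave 3378, 1 entry per symbol 3381, expression in any library 3545 and no expression filter 8252. With each serum library left out in turn the number was from 2945 to 3321. A pseudocount of 1 RPKM, chosen after seeing the values, gave 442 repressed genes, which is within 1.5-fold of the paper's 636. It gave 770 induced genes at the same time, which is not within 1.5-fold of the paper's 1417. Median-of-ratios size factors, also chosen after seeing the values, gave 2060 repressed genes.

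Induced genes numbered 1562, which is within 1.5-fold of the paper's 1417. Of the alternatives set before the data were examined, no expression filter with 7349, a fold change above 3 with 783 and centring with 2225 were outside that range.

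The log2-fold changes shown in Figs 2, 3, 4 and 7 were read by eye for 17 genes and 4 labeling periods. They were higher than those of the deposited RPKM by a shift that was nearly the same for all 17 genes in a period, with a median of 0.37 at 0-30 min, 0.56 at 30-60 min, 0.51 at 60-90 min and 0.45 at 90-120 min. After this shift the largest remaining difference was 0.059, and 0 values differed by more than the reading error. On that scale the paper's rule called 2774 genes induced and 2113 repressed, neither of which is within 1.5-fold of the paper's numbers. Without the shift the sign differed for 6 values. At 60-90 min SAMD4A had a log2-fold change of -0.299 with the deposited RPKM against about 0.21 in Fig. 3B, read by eye. At 90-120 min KIRREL had -0.38 against about 0.06 in Fig. 3C, and ABCA1 had -0.21 against about 0.24 in Fig. 3D, both read by eye. PAPPA at 30-60 min had -0.43 against about 0.13 in Fig. 4D, read by eye. At 0-30 min CUL4B had -0.201 against about 0.17 in Fig. 7B and REV3L had -0.24 against about 0.13 in Fig. 7D, both read by eye. Median-of-ratios size factors, chosen after seeing the values, raise log2-fold changes by 0.47, 0.54, 0.46 and 0.43 in the same order and give these 6 values the sign of the figures. Centring, set before the data were examined, raises them by 0.49, 0.36, 0.20 and 0.21. Centring and scaling to the 75th percentile, both set before the data were examined, give CUL4B and REV3L at 0-30 min the sign of the figures. The other 4 values stay below 0, but that of ABCA1 at 90-120 min after centring, -5.99e-05, is in effect no change.

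Some statements of the paper on single genes and gene groups differ from the values. The paper describes NR4A3 as returning to the level of starved cells within an hour, and at 30-60 min its log2-fold change was 8.599 and at 60-90 min 5.004. The AP-1 genes are described as rising at once, and 5 of the 7 were past 2-fold at 0-30 min while JUN and FOSL1 were not. JUN passed 2-fold in that period under centring, set before the data were examined, and under median-of-ratios size factors, and FOSL1 passed 2-fold at 30-60 min under the same alternatives. FOSB is among the genes whose rise the paper gives as brief, and it was still at 1.51 at 90-120 min. LAMA2 is given as an example of a delayed repression, and its log2-fold change at 0-30 min was -1.15, which was within 2-fold under centring, scaling to the 75th percentile, median-of-ratios size factors and a pseudocount of 0.5 RPKM. The shift to the scale of the figures also takes it within 2-fold, at about -0.78 in Fig. 4C, read by eye. NFKB1, given as an example of a delayed induction, was at 1.06 at 0-30 min and within 2-fold with a pseudocount of 0.5 RPKM. It was further past 2-fold under centring with 1.55, scaling to the 75th percentile with 1.31 and median-of-ratios size factors with 1.53. In Fig. 4A it was at about 1.4, read by eye. In Fig. 5, 67 of 72 entries, chosen by the paper from these libraries, followed the pattern of their graph. MTSS1, DLX2, PLXND1, PODXL and PER1 did not under the rule, as they were below 0.5 RPKM in starved cells. The rule on expression in any library, set before the data were examined, calls these 5 genes in both directions, as their graphs show. The paper states a low expression of the RNA polymerase I transcription and telomere maintenance sets after serum. Lists of these genes without histones had medians at percentiles 28.1 and 12.4 of matched random lists at 90-120 min, and these lists are not the gene sets of the paper.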

Other observations

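The tests of expression level, of scale, of background reads, of genes with the most reads and of a separate sequencing run were chosen after the result was seen, and the tests of window length, of counting noise, of overlapping genes and of shared histone genes were set in advance.

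Delayed calls were more frequent in longer windows. The time that polymerases need to cross the window is a candidate explanation. It predicts that the share of delayed calls rises with window length in both directions. In 30 kb windows the share exceeded that of windows under 10 kb by 20.3 percentage points for induced and 33.5 for repressed genes. This rise is the pattern to be explained, so it cannot separate crossing time from other causes linked to length. Differences in expression level between short and long windows were weighed against crossing time. Within each of 3 groups of expressed genes by mean RPKM the share was higher in 30 kb windows in both directions, and the smallest of the 6 differences was 13.0 points, so expression level alone is not the cause. If crossing time contributes, some calls that count as delayed may begin at 0-30 min at the TSS. A biological difference between short and long genes stays open and was not tested.

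The number of genes past 2-fold was far above what counting noise gives. In 100 simulated unchanged sets the highest numbers of induced and repressed calls, added together, were 23, against 4830 called genes. Reads shared by overlapping genes were also weighed. Of the called genes 3.21% had a window that overlaps another on the same strand. Of expressed windows with such an overlap 44.3% were called, against 58.3% of those without. Sharing between listed windows thus does not explain the number of calls. Genes that reach into a window from past their own first 30 kb were not examined. Variation between cultures has no estimate here and stays open, beside the effect of serum.

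More genes were repressed than induced, while a larger number of induced genes had been predicted. A difference in scale between libraries may account for this split and cannot be told apart from a change in the cells. The induced share of the calls was 31.6% with the deposited RPKM and after scaling to the 75th percentile, 47.7% after centring, and 57.1% with median-of-ratios size factors, and no spike-in is analysed here that would settle the scale. More background reads in the starved library would leave fewer windows empty there. The opposite was seen, with 1820 of the 8650 windows of 30 kb without reads in starved cells, against 398, 267, 429 and 1111 in the 4 labeling periods in order. Windows above 0 and under 10 reads numbered 469 in starved cells and 1997, 2124, 2108 and 1524 after serum. Those with 100 or more reads went the other way, with 5475 in starved cells and 5236, 5005, 4966 and 4986 after serum. The number of empty windows therefore does not settle whether background reads differ.

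The median log2-fold change differed between expression levels. At 30-60 min it ran from -1.31 to 0.46 over 10 groups of windows by mean RPKM, a range of 1.77, and it changed sign. A difference in scale, with 1 factor for each library, moves all levels alike and so is not the cause of this trend. A trend in the cells stays open and was not tested.

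The lower median of the expressed genes after serum was also set against a few genes taking more of the reads. The 203 windows that are among the 100 with the most reads in any library held 17.0% of the window reads in starved cells and 30.6%, 28.1%, 22.8% and 23.1% after serum. With their window reads taken out of the mapped reads, the medians were -0.402, -0.27, -0.15 and -0.16, in place of -0.49, -0.36, -0.20 and -0.21. The smallest rise was 0.043. Over the window reads alone, the medians were -0.64, -0.62, -0.37 and -0.33 with these genes and -0.38, -0.41, -0.27 and -0.22 without them. The genes with the most reads may thus account for a part of the lower median. Their window reads are not the whole cause. Without these reads the highest median over mapped reads, -0.15, was below 0 by more than its bootstrap spread of 0.024. Reads of these genes past the first 30 kb stay in the mapped reads, and their part could not be examined. A lower transcription of most expressed genes stays open and depends on the scale.

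For the RNA polymerase I transcription and telomere maintenance sets, which the paper finds low after serum, histone genes shared by these sets are a candidate explanation. At 90-120 min the lists without histones had medians at percentiles 28.1 and 12.4 of matched random lists, while the histone genes were below all 10000. This is consistent with the histone genes carrying the low values, but the gene sets of the paper were not used, and lists from other sources could differ.

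The starved library stood apart in the part-reads of its counts. Of the partial reads in its windows of few reads, 99.5% were multiples of 1/52, as from reads of 52 bases, against 18.3%, 17.6%, 17.3% and 17.1% in the 4 serum libraries. There a further 35.7%, 37.7%, 34.2% and 37.9% were multiples of 1/51. A separate sequencing run of the starved library may be the reason. It cannot be told apart from the condition, because all 4 serum libraries are on 1 side and the starved library is on the other. No ratio of serum to starved cells within a run can thus be given. Ratios between serum libraries do not involve the starved library. They include -3.59 for NR4A3 from 30-60 to 60-90 min and 1.44 for ALCAM from 60-90 to 90-120 min.

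By the rule for the largest changes, the induced genes EGR2, FOSB, GLIPR1, ID2 and ID3 and the repressed genes ARMC9, HIST1H1C, PCDH18, TNFRSF11B and TXNIP were named. GLIPR1 rose to 4.66 at 0-30 min and was at 2.88 at 90-120 min. EGR2 and ID2 were highest at 30-60 min with 4.84 and 4.77, and ID3 in the same period with 5.02. TXNIP fell over the 4 periods with -1.83, -3.29, -4.37 and -5.79, the last from 39 reads. TNFRSF11B was at -0.29 at 0-30 min and at -3.38, -4.63 and -4.72 afterwards. ARMC9 had -0.74, -3.61, -4.37 and -4.64. HIST1H1C and PCDH18 were lowest at 60-90 min with -4.29 and -4.28.

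The genes of Fig. 8 were read in their first 30 kb only. MTHFD1L had log2-fold changes of 2.24, 2.01, 1.04 and 0.22 in the 4 labeling periods in order, PTPRM had 0.46, 1.64, 1.06 and 0.61, and LPP, whose window overlaps another on the same strand, had 1.15, 1.05, 0.31 and 0.11. Among the repressed genes SGCD had -0.88, -2.39, -3.02 and -3.19 and ARHGAP24 had -2.18, -4.51, -3.34 and -3.20. The values of LAMA2 are given beside Fig. 4.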
